# Transcriptional response in normal mouse tissues after i.v. ^211^At administration - response related to absorbed dose, dose rate, and time

**DOI:** 10.1186/s13550-014-0078-7

**Published:** 2015-01-28

**Authors:** Britta Langen, Nils Rudqvist, Toshima Z Parris, Emil Schüler, Johan Spetz, Khalil Helou, Eva Forssell-Aronsson

**Keywords:** Astatine-211, Ionizing radiation, Normal tissue response, Radionuclide therapy, Biomarker

## Abstract

**Background:**

In cancer radiotherapy, knowledge of normal tissue responses and toxicity risks is essential in order to deliver the highest possible absorbed dose to the tumor while maintaining normal tissue exposure at non-critical levels. However, few studies have investigated normal tissue responses *in vivo* after ^211^At administration. In order to identify molecular biomarkers of ionizing radiation exposure, we investigated genome-wide transcriptional responses to (very) low mean absorbed doses from ^211^At in normal mouse tissues.

**Methods:**

Female BALB/c nude mice were intravenously injected with 1.7 kBq ^211^At and killed after 1 h, 6 h, or 7 days or injected with 105 or 7.5 kBq and killed after 1 and 6 h, respectively. Controls were mock-treated. Total RNA was extracted from tissue samples of kidney cortex and medulla, liver, lungs, and spleen and subjected to microarray analysis. Enriched biological processes were categorized after cellular function based on Gene Ontology terms.

**Results:**

Responses were tissue-specific with regard to the number of significantly regulated transcripts and associated cellular function. Dose rate effects on transcript regulation were observed with both direct and inverse trends. In several tissues, *Angptl4*, *Per1* and *Per2*, and *Tsc22d3* showed consistent transcript regulation at all exposure conditions.

**Conclusions:**

This study demonstrated tissue-specific transcriptional responses and distinct dose rate effects after ^211^At administration. Transcript regulation of individual genes, as well as cellular responses inferred from enriched transcript data, may serve as biomarkers *in vivo*. These findings expand the knowledge base on normal tissue responses and may help to evaluate and limit side effects of radionuclide therapy.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13550-014-0078-7) contains supplementary material, which is available to authorized users.

## Background

In nuclear medicine, treatment using radiolabeled tumor-seeking agents is a vital option for patients with, e.g., metastases or inoperable tumors [1]. ^211^At is a synthetic α-emitter with metalloid and halogen characteristics and a mean linear energy transfer (LET) value that is nearly optimal for inducing double-strand breaks (DSB) in DNA [2,3]. As such, ^211^At has a high biological effectiveness for cell killing which renders it a promising candidate for radiolabeling in radionuclide therapy [3-7]. However, ^211^At can be liberated from a carrier molecule *in vivo* during degradation or metabolism and be retained in normal tissues [8-10]. Unbound ^211^At is accumulated in the thyroid gland through a mechanism similar to iodide resulting in high uptake and absorbed dose [9-15]. In other tissues, ^211^At uptake occurs at lower levels, although generally higher than for iodide, with tissue-specific differences leading to differential exposure to ionizing radiation throughout the body [8-10]. The increased uptake of ^211^At in non-thyroid tissues compared to, e.g., iodide increases the radiation risk and side effects in healthy tissues after treatment with ^211^At-labeled tumor-targeting agents. A detailed understanding of normal tissue responses is needed to establish accurate tolerance doses and thus to optimize treatment effectiveness. Basic research in nuclear medicine routinely uses nude mice to study tumor xenografts and, for instance, anti-tumor effects of targeted therapy. However, little is known about the quality and quantity of normal tissue effects *in vivo*, which is an important aspect for robust analysis and establishment of both effective and safe treatment parameters.

Many studies for biomarker discovery of ionizing radiation effects have been performed with *in vitro* model systems and external irradiation, predominantly γ-rays and X-rays [16,17]. In contrast, knowledge on basic tissue responses *in vivo* to internal radionuclide exposure is still scarce, specifically with regard to α-emitters and low absorbed dose. Within the framework of the European project Low Dose Research towards Multidisciplinary Integration (DoReMi), Pernot and colleagues summarized that ‘changes in RNA levels identified by transcriptomics’ had ‘unknown sensitivity’ and that ‘specificity to ionizing radiation and confounders (was) unknown at present time’ [18]. In previous studies on mice, we used intravenously administered ^211^At in the 0.064- to 42-kBq range and characterized genome-wide transcriptional responses after 24 h in various normal tissues: in thyroid [19] and in kidney cortex and medulla, liver, lungs, and spleen [20]. Radiation-induced cellular responses were demonstrated as complex and tissue-specific and to vary with absorbed dose level in a non-linear manner, which advises caution for extrapolation or interpolation of responses between absorbed dose levels [19,20]. Furthermore, comparatively few previously proposed ionizing radiation-associated genes from *in vitro* studies were differentially regulated, which demonstrated the need to identify biomarker genes in an *in vivo* setting. Despite pronounced differences in absorbed dose levels between thyroid and non-thyroid tissues, the total significant transcript regulation showed similar characteristics between all tissues, i.e., a distinct shift in regulation intensity between 0.64 and 1.8 kBq ^211^At. These findings suggested that responses in non-thyroid tissues were not only due to low-dose effects from ^211^At but also subject to systemic effects from, e.g., the ^211^At-accumulating thyroid gland [20]. These studies highlight the necessity to further expand the knowledge base on low-dose responses to ionizing radiation *in vivo* while regarding induced effects in a systemic and physiological context.

In this exploratory study, transcriptional gene expression responses were analyzed on a genome-wide scale using RNA microarray technology. Microarrays are a sophisticated method for both hypothesis building and hypothesis testing within the same experimental setup due to the vast amount and large scale of obtained data without limitation to a set of presupposed genes or regulatory pathways. However, to the best of our knowledge, only a few studies have been performed investigating basic transcriptional responses to internal radionuclide exposure to, e.g., ^131^I [21,22] or specifically ^211^At [19,20]. Furthermore, few robust molecular biomarkers for ionizing radiation exposure *in vivo* have been identified, since most studies have been performed *in vitro* [16,17].

The purpose of this study was to investigate genome-wide transcriptional responses over time in normal non-thyroid tissues following intravenous ^211^At administration in mice. The aim was to characterize tissue-specific transcriptome responses and to identify potential *in vivo* biomarkers for (very) low mean absorbed doses with sensitivity to dose rate.

## Methods

### Radionuclide production and radioactivity measurements

^211^At was produced via the ^209^Bi(α,2n)^211^At reaction at the Cyclotron and PET Unit at Rigshospitalet in Copenhagen, Denmark. Preparation of free ^211^At was performed according to Lindegren et al. [23]. The CRC-15R dose calibrator ion chamber (Capintec, Inc., Ramsey, NJ, USA) was used to measure ^211^At activity concentrations of stock solutions prior to injection.

### Estimation of absorbed dose

Calculation of organ-specific mean absorbed doses ($$ {\overline{\boldsymbol{D}}}_{\mathrm{organ}} $$) was performed according to the Medical Internal Radiation Dose (MIRD) formalism, assuming homogeneous activity distribution within each organ [24].

$$ {\overline{\boldsymbol{D}}}_{\mathrm{organ}}=\frac{{\tilde{\boldsymbol{A}}}_{\mathrm{organ}}\times {\displaystyle {\sum}_{\boldsymbol{i}}}{\boldsymbol{n}}_{\boldsymbol{i}}{\boldsymbol{E}}_{\boldsymbol{i}}{\boldsymbol{\varPhi}}_{\boldsymbol{i}}}{{\boldsymbol{m}}_{\mathrm{organ}}}, $$

where *n*_*i*_ is the yield for radiation *i* with energy *E*_*i*_ and absorbed fraction *Φ*_*i*_ in the target organ with mass *m*_organ_.

Organ-specific biodistribution data for ^211^At between 0 and 24 h was taken from literature [8]. The biodistribution was assumed invariant from 24 h to 7 days. The cumulated activity *Ã*_organ_ was estimated from 0 h to 7 days using the trapezoidal rule. Dose contributions were only considered from α-particles emitted by ^211^At and its daughter polonium-211 (^211^Po). For all investigated tissues, the absorbed fraction was set to 1 due to the short mean range of emitted alpha particles [25].

### Animal experiments

Adult female BALB/c nude mice (CAnN.Cg-Foxn1nu/Crl, Charles River Laboratories International, Inc., Salzfeld, Germany) were injected into the tail vein with 1.7 kBq ^211^At in physiological saline solution (*n* = 3/group). The control group was mock-treated with phosphate buffered saline (*n* = 3). At 1 h, 6 h, and 7 days after injection, animals were anesthetized with sodium pentobarbital and killed via cardiac puncture. The control group was killed after 24 h. The kidneys, liver, lungs, and spleen were excised, flash-frozen, and stored at −80°C until analysis. Cortical and medullary kidney tissues were dissected and prepared separately. In addition, two groups with two mice each were treated as described above but injected with 105 or 7.5 kBq ^211^At to deliver 1.4 Gy to the thyroid over 1 and 6 h, respectively, and treated as described above. Please see workflow diagram for overview on treatment and sampling (Figure 1). All animal procedures were approved by the Ethical Committee on Animal Experiments in Gothenburg, Sweden.

**Figure 1:**
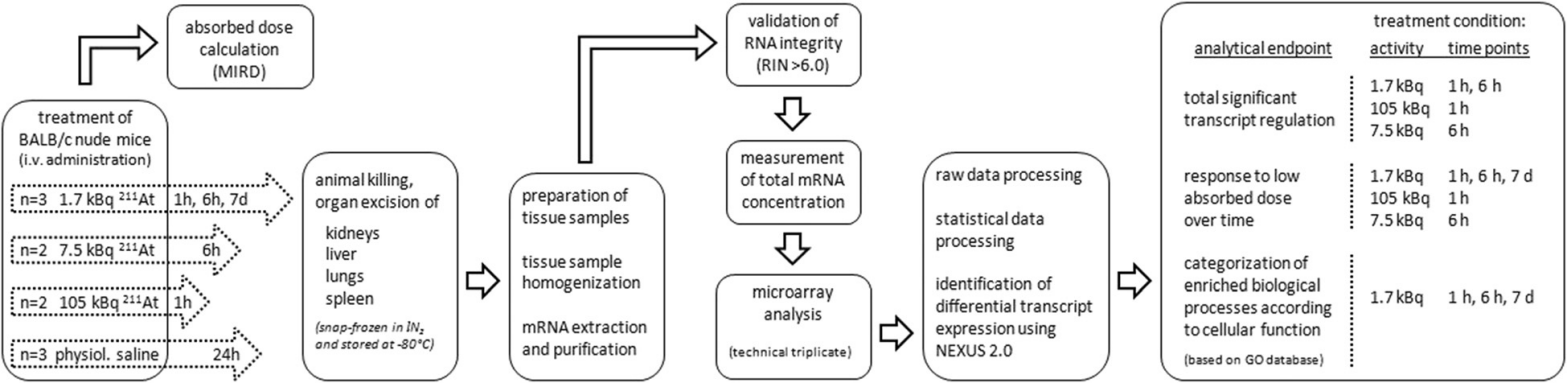
**Workflow diagram for overview on treatment and sampling.** Female BALB/c nude mice were intravenously injected with 1.7 kBq ^211^At and killed after 1 h, 6 h, and 7 days or injected with 105 or 7.5 kBq ^211^At and killed after 1 and 6 h, respectively. The kidneys, liver, lungs, and spleen were excised, frozen and stored. Kidney cortex and kidney medulla were dissected and treated separately. Total RNA was extracted from tissue samples and subjected to microarray analysis. For details on data processing and analysis, please refer to text.

### Gene expression analysis

Total RNA was extracted from individual tissue samples and concentration and integrity values were determined as described previously [20]. All samples were validated for subsequent analysis with a RIN value of at least 6.0. RNA samples were analyzed on Illumina MouseRef-8 Whole-Genome Expression BeadChips (Illumina; San Diego, CA, USA) using technical triplicates and processed at the Swegene Center for Integrative Biology Genomics DNA Microarray Resource Center (SCIBLU; Lund, Sweden). Image acquisition, raw signal quantification, data preprocessing, and quantile normalization were performed with Illumina and BioArray Software Environment (BASE) (SCIBLU) software as described previously [20]. Subsequent data processing was performed with Nexus Expression 2.0 (BioDiscovery; El Segundo, CA, USA) as described elsewhere [26].

The false discovery rate for differentially expressed transcripts was controlled according to the Benjamini-Hochberg method [27] with an adjusted *P* value cutoff of less than 0.01 and with a threshold of a 1.5-fold change or higher. Enriched Gene Ontology (GO) terms associated with a gene set were identified with a *P* value cutoff of less than 0.05. The GO database (http://www.geneontology.org) was used for analysis of associated GO terms and biological processes [28]. Enriched biological processes were categorized based on GO terms to establish comprehensive regulatory profiles according to cellular function as previously presented [20]. The intensity of response was expressed as the percentage of scored vs. the filtered number of transcripts calculated for all biological processes grouped in a (sub)category. Please see workflow diagram for overview on sample processing analytical endpoints (Figure 1). The gene expression data in this study have been deposited in NCBI's Gene Expression Omnibus (GEO accession GSE56894).

## Results

### Organ-specific absorbed doses

Administration of 1.7 kBq ^211^At solutions resulted in very low to low mean absorbed doses in the liver, lungs, spleen, and kidney tissues over 1 week (Table 1). One hour after injection, mean absorbed dose was lowest in the liver with 0.23 mGy and highest in the lungs with 1.9 mGy. One week after injection, the mean absorbed dose ranged from 6.3 to 50 mGy for the investigated tissues. The mean absorbed dose to the lungs was approximately threefold higher than to the spleen, sixfold higher than to the kidneys, and eightfold higher than to the liver. Compared with 1.7 kBq ^211^At, administration of 105 and 7.5 kBq ^211^At resulted in approximately 60-fold higher mean absorbed doses over 1 h and approximately fourfold higher mean absorbed doses over 6 h, respectively. In thyroid tissue, absorbed dose was around 78-, 127-, and 184-fold higher after 1 h, 6 h, and 7 d, respectively, compared with kidney tissue (data not shown). Please note that analysis of transcriptional regulation in thyroid in response to ^211^At is part of an ongoing study.

**Table 1:** **Tissue-specific absorbed doses**

	**Mean absorbed dose (mGy)**				
^211^ **At activity (kBq)**	**1.7**	**105**	**1.7**	**7.5**	**1.7**
**Time point**	**1 h**	**1 h**	**6 h**	**6 h**	**7 days**
Kidney cortex	0.29	18	2.6	11	7.6
Kidney medulla	0.29	18	2.6	11	7.6
Liver	0.23	14	2.0	8.9	6.3
Lungs	1.9	116	16	72	50
Spleen	0.86	53	5.7	25	14
Thyroid	23	1,400	320	1,400	1,800

Mean absorbed dose (mGy) to mouse tissues at the time of animal killing after intravenous administration of 1.7, 7.5, or 105 kBq ^211^At. Calculations are based on the Medical Internal Radiation Dose (MIRD) formalism [24] with biodistribution data reported by Garg et al. [8].

### Total transcriptional responses

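Kidney cortex, kidney medulla, liver, lungs and spleen came from female BALB/c nude mice killed 1 h, 6 h or 7 days after an intravenous injection of 1.7 kBq of the α-emitter astatine (n = 3 mice per group). Further groups were killed 1 h after 105 kBq (n = 2) and 6 h after 7.5 kBq (n = 2), and control mice were killed 24 h after an injection without the radionuclide (n = 3). RNA of each tissue was measured on Illumina whole-genome arrays with 25697 probes, which gives 16 arrays per tissue and 80 in all, and the values used here hold 1 column per mouse and tissue. The paper names quantile normalization, and the deposited signals of all 80 arrays share nearly the same sorted values, on a linear scale and with background not subtracted to 0 (lowest signal 88.7, median 120.5, highest 27812). From there, log2 of the signals was fitted with limma, with 1 fit per tissue and 6 group means, and each exposed group was compared with the control group. A transcript is called regulated at a Benjamini-Hochberg adjusted p under 0.01 and a change of at least 1.5-fold, which are the thresholds of the paper. Probes were kept when at least 2 of the 16 arrays of a tissue lay above a signal of 118, set from the background, which kept 15750 to 17734 probes. In every regulated transcript the exposed arrays lay all above or all under the control arrays, a separation that chance gives for 10% of probes with 3 arrays against 3. Changes are given as log2 fold changes with their standard errors (SE), whose precision the number of arrays limits. Because all control mice were killed at 24 h, the time after injection differs from the controls in every exposed group.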

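In the liver 1 h after 1.7 kBq, Mfsd2a, which encodes a transporter of lysophospholipids, reached a log2 signal of 12.02 ± 0.067 (SD, n = 3) against 8.79 ± 0.10 (n = 3) in control mice, a log2 fold change of 3.23 (SE 0.13, adjusted p = 1.01e-09) by limma. Alas1, the rate-limiting enzyme of heme synthesis, rose by 2.78 (SE 0.15, adjusted p = 4.69e-08), and Coq10b, a binding protein of coenzyme Q, rose by 2.48 (SE 0.15, adjusted p = 2.17e-07). Usp2, a deubiquitinating enzyme under clock control, rose by 2.36 (SE 0.20, adjusted p = 1.36e-05) at 1 of its 3 kept probes, where 2 of the 3 control arrays lay above the background cutoff, and the co-chaperone Hsph1 rose by 2.35 (SE 0.28, adjusted p = 2.32e-04). In kidney cortex at the same time, Noct, a clock-controlled phosphatase, reached 11.08 ± 0.23 (SD, n = 3) against 8.12 ± 0.10 (n = 3), a log2 fold change of 2.96 (SE 0.34, adjusted p = 6.72e-04). The glucocorticoid targets Tsc22d3 and Fkbp5 rose by 2.28 (SE 0.24, adjusted p = 3.98e-04) and 2.12 (SE 0.25, adjusted p = 0.00104), the clock repressor Per1 by 2.09 (SE 0.22, adjusted p = 3.96e-04), and Polr3e, a subunit of RNA polymerase III, by 1.90 (SE 0.21, adjusted p = 5.95e-04). A further kept probe of Tsc22d3 and of Polr3e, and 1 of Coq10b in the liver, did not pass. In the lungs, Hsph1 rose by 2.59 (SE 0.27, adjusted p = 0.00222), ahead of Tsc22d3 with 2.05 (SE 0.25, adjusted p = 0.00512), the noradrenaline transporter Slc6a2 with 1.81 (SE 0.19, adjusted p = 0.00222) at 1 of its kept probes, the collagen cross-linking enzyme Lox with 1.67 (SE 0.22, adjusted p = 0.00786) and the stress-activated kinase Map3k6 with 1.39 (SE 0.16, adjusted p = 0.00322). Hsph1 was the only transcript regulated in the spleen, with 2.098 (SE 0.17, adjusted p = 4.83e-04). In all, 139 transcripts were upregulated in the liver at 1 h, 38 in kidney cortex, 11 in the lungs, 4 in kidney medulla and 1 in the spleen. Counting both directions, leaving out 1 array moved the 225 of the liver to 111 without exposed replicate 1 and 127 without control replicate 2, and the 39 of kidney cortex to 21 without exposed replicate 1 and 23 without control replicate 2. The 12 of the lungs became 0 to 1 without exposed replicate 1 or 3 or control replicate 1, 2 or 3, and the single transcript of the spleen became 2 to 4 without exposed replicate 1, 2 or 3. The named calls in liver, kidney cortex and spleen held without any 1 array, while the lung calls ended for Hsph1 and Slc6a2 without exposed replicate 1 or 3 or control replicate 1, 2 or 3 (1.70 to 2.697). For Tsc22d3, Lox and Map3k6 they ended without any 1 of the 6 arrays (1.32 to 2.19).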

The number of significantly upregulated transcripts from 1 h to 7 days in response to 1.7 kBq ^211^At varied between 1 and 133 in the tissues (Figure 2A). 

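Egr1, an immediate early transcription factor, had the largest fall in the liver 1 h after 1.7 kBq, with a log2 fold change of -2.17 (SE 0.41, adjusted p = 0.00638). Osgin1, a growth inhibitor induced by oxidative stress, changed by -2.02 (SE 0.20, adjusted p = 4.97e-05), the ubiquitin ligase Rnf125 by -1.82 (SE 0.18, adjusted p = 3.40e-05) and the autophagy regulator Depp1 by -1.62 (SE 0.21, adjusted p = 4.29e-04). Mug2, a protease inhibitor of plasma, changed by -1.66 (SE 0.33, adjusted p = 0.00843) at 1 of its 3 kept probes. Genes of the interferon response formed the largest group among the 86 downregulated liver transcripts that a fixed list describes: 29 of 29 measured members were lower, 11 of them past the threshold over all probes and 14 adjusted over the list alone (camera, adjusted p = 6.59e-19, and 0.125 with an estimated correlation). In the same comparison 10 of 11 macrophage genes (mean -0.45, adjusted p = 2.53e-04, 0.658 with an estimated correlation) and 12 of 13 neutrophil genes (mean -0.68, adjusted p = 0.0129, 0.832 with an estimated correlation) lay lower, shifts that ended without control replicate 1. Ifit3, Gbp3, Oasl2 and Ifit2, all induced by interferon, changed by -1.47 (SE 0.16), -1.11 (SE 0.17), -0.99 (SE 0.16) and -0.97 (SE 0.13), and further kept probes of Ifit3 and Oasl2 did not pass. Of the 2 further kept probes of Rnf125, 1 passed. In kidney cortex the only downregulated transcript was Mrnip, which encodes a partner of the double-strand break sensor complex, with -0.66 (SE 0.091, adjusted p = 0.00278), and in the lungs it was the mitochondrial protein gene Lyrm2, with -0.66 (SE 0.067, adjusted p = 0.00222) at 1 of 3 kept probes. In kidney medulla and spleen limma called no downregulated transcript, with 1774 and 1359 probes at an unadjusted p under 0.05 in either direction. Leaving out arrays ended the calls for Egr1 and Mug2 without any 1 of the 6 arrays (-2.37 to -1.52). For Mrnip it ended without exposed replicate 1 or 2 or control replicate 2 or 3 (-0.78 to -0.58). For Lyrm2 it ended without exposed replicate 1 or 3 or control replicate 2 or 3 (-0.72 to -0.62), where the ranges are log2 fold changes with 1 array left out.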

Between 0 and 122 transcripts were downregulated. Upregulation dominated over downregulation in two-thirds of all instances. 

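The 4 probes regulated in kidney medulla 1 h after 1.7 kBq all rose and stand for 3 genes: the clock repressors Per1, by 2.03 (SE 0.21), and Per2, by 1.83 (SE 0.20), and Spsb1, an adaptor of ubiquitin ligases, by 0.69 (SE 0.080), each at an adjusted p = 0.00826 from limma. Another kept probe of each of Per1 and Per2 did not pass, and each of these calls ended without any 1 of the 6 arrays, so that 0 transcripts remained. The array labelled kidney medulla 7 days replicate 1 carries a liver profile, and it enters the spread of this fit. Without it, 51 transcripts rose and 19 fell at 1 h among 16040 probes. Among them were Tsc22d3 with 2.304 (SE 0.20, adjusted p = 2.27e-04), Fkbp5 with 1.90 (SE 0.30), the MAP kinase phosphatase Dusp1 with 1.84 (SE 0.29) and the kinase Sgk1, which controls sodium transport, with 1.57 (SE 0.19), while Hsd11b2, which inactivates glucocorticoids, fell with -1.04 (SE 0.15). Upregulated transcripts made up 97.4% of those regulated in kidney cortex at 1 h, 91.7% in the lungs and 61.8% in the liver. At 6 h the share was 75% in kidney cortex and 62.8% in the liver, and at 7 days it was 85.7% in the liver. The remaining tissues had no regulated transcript at 6 h or 7 days. Of 16 fixed lists of response genes, 5 were shifted up and 2 down in kidney cortex at 1 h (camera, adjusted p under 0.05), 5 and 1 in kidney medulla, 4 and 1 in the liver, 5 and 1 in the lungs, and 3 and 2 in the spleen. With an estimated correlation between genes, 4, 0, 0, 3 and 2 of these shifts remained.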

The lowest number of regulated transcripts was observed in the kidney cortex after 6 h and in the other tissues after 7 days. 

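At 6 h after 1.7 kBq, Per2 rose by 1.76 (SE 0.18, adjusted p = 0.00226) in kidney cortex by limma, Sgk1 by 1.64 (SE 0.22, adjusted p = 0.00955) and Lgals4, a galectin of epithelia, by 1.01 (SE 0.14, adjusted p = 0.00941), while Ethe1, a mitochondrial sulfur dioxygenase, changed by -1.17 (SE 0.14, adjusted p = 0.00424) and Mrnip by -0.70 (SE 0.091). These were among 8 regulated transcripts, and the count became 1 to 5 without exposed replicate 2 or 3 or control replicate 1, 2 or 3, and 4 without 7.5 kBq 6 h replicate 1, which carries hepatocyte transcripts and enters the spread of this fit. The single calls in kidney cortex ended for Per2 without exposed replicate 2 or 3 or control replicate 2 or 3 (1.68 to 1.88). For Sgk1 it ended without any 1 of the 6 arrays (1.51 to 1.74). For Lgals4 it ended without exposed replicate 2 or 3 or control replicate 1, 2 or 3 (0.93 to 1.15). For Ethe1 it ended without exposed replicate 2 or 3 or control replicate 1 or 3 (-1.27 to -1.07). For Mrnip it ended without exposed replicate 1, 2 or 3 or control replicate 2 or 3 (-0.82 to -0.61). In the liver at 6 h, with 113 regulated transcripts (74 without exposed replicate 2), Mfsd2a, Alas1 and Coq10b rose by 2.72 (SE 0.13), 2.595 (SE 0.15) and 2.55 (SE 0.15). Egr1 changed by -3.15 (SE 0.41, adjusted p = 6.11e-04), Ppp1r3c, which directs phosphatase to glycogen, by -1.90 (SE 0.19) and the clock activator Arntl by -1.75 (SE 0.12), with 2 of its 3 exposed arrays above the background cutoff. Further kept probes of Per2 (1), Lgals4 (2) and Coq10b (1) did not pass. At 7 days the liver had 7 regulated transcripts (3 to 4 without exposed replicate 1 or 3 or control replicate 3), and kidney cortex, kidney medulla, lungs and spleen had 0 by limma, with 867, 1566, 441 and 943 probes at an unadjusted p under 0.05. Without the array that carries a liver profile, kidney medulla had 13 regulated transcripts at 6 h and 0 at 7 days, the latter with 1113 probes at an unadjusted p under 0.05.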

In most tissues, an increased number of regulated transcripts - although marginal for some instances - could be seen with increased absorbed dose (rate) at 1 and 6 h (Figure 2B). However, spleen tissue showed an inverse response with a distinctly reduced number of significantly regulated transcripts at the higher absorbed dose (rate) at both time points (Figure 2B). Moreover, kidney medulla and spleen showed an increased transcript regulation at the higher dose rate (105 kBq administration, 1 h) than at the lower dose rate (7.5 kBq administration, 6 h). In contrast, the kidney cortex, liver, and lungs responded more strongly to the lower dose rate.

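In the liver 1 h after 105 kBq, Mfsd2a rose by 2.92 (SE 0.14, adjusted p = 2.41e-08) by limma and Cyp4a14, a fatty acid hydroxylase, by 2.85 (SE 0.56, adjusted p = 0.00947), while the fibrinogen chain Fgb changed by -3.18 (SE 0.51, adjusted p = 0.00290), with 1 of the 2 exposed arrays above the background cutoff, and Rnf125 by -1.93 (SE 0.19, adjusted p = 4.45e-05) at 2 of its 3 kept probes. At 6 h after 7.5 kBq, Mfsd2a reached a log2 signal of 12.09 ± 0.058 (SD, n = 2), Alas1 rose by 2.84 (SE 0.16), and Fgb and Egr1 changed by -3.18 (SE 0.51) and -3.11 (SE 0.46). In kidney cortex, Tsc22d3 and Noct rose by 2.64 (SE 0.27) and 2.53 (SE 0.38, adjusted p = 0.00723) after 105 kBq, the latter at 1 of its 2 kept probes, and Glo1, which detoxifies methylglyoxal, and the integrin subunit Itgb6 changed by -1.14 (SE 0.14) and -0.94 (SE 0.13). After 7.5 kBq, Tsc22d3 and Sgk1 rose by 2.303 (SE 0.27) and 2.19 (SE 0.25), and Mrnip and the actin regulator Eps8l2 changed by -0.81 (SE 0.10) and -0.60 (SE 0.077). In the lungs, Lox and Tsc22d3 rose by 2.16 (SE 0.25) and 2.15 (SE 0.28) after 105 kBq, Glo1 and Tiam1, an activator of the GTPase Rac, changed by -1.59 (SE 0.16) and -0.96 (SE 0.12), and Slc6a2 and Map3k6 rose by 1.90 (SE 0.21) and 1.70 (SE 0.18) after 7.5 kBq. Further kept probes of Itgb6, Eps8l2 and Slc6a2 did not pass, nor did that of Tsc22d3 in kidney cortex after 7.5 kBq and in the lungs after 105 kBq. In kidney cortex after 105 kBq the other probe of Tsc22d3 passed, with 1.34 (SE 0.18, adjusted p = 0.00467). The liver had 188 regulated transcripts after 105 kBq and 218 after 7.5 kBq, kidney cortex 33 and 18, and the lungs 10 and 3. Leaving out 1 array gave 33 to 120 without exposed replicate 1 or 2 or control replicate 2 or 3 in the liver after 105 kBq, and 47 to 142 without exposed replicate 1 or 2 or control replicate 2 or 3 after 7.5 kBq. In kidney cortex it gave 2 to 15 without exposed replicate 2 or control replicate 2 or 3 after 105 kBq, and 1 to 9 without exposed replicate 1 or control replicate 1, 2 or 3 and 194 without exposed replicate 2 after 7.5 kBq, where replicate 1, the array then left alone in its group, carries hepatocyte transcripts. In the lungs it gave 0 to 5 without exposed replicate 2 or control replicate 1, 2 or 3 and 21 without exposed replicate 1 after 105 kBq, and 0 without exposed replicate 1 or control replicate 1 or 2 and 132 without exposed replicate 2 after 7.5 kBq. Calls ended in the liver after 105 kBq for Cyp4a14 without any 1 of the 5 arrays (2.45 to 3.06). For Fgb it ended without exposed replicate 1 or 2 or control replicate 3 (-3.33 to -3.04). After 7.5 kBq the call ended for Fgb without exposed replicate 1 or 2 or control replicate 3 (-3.32 to -3.09). For Egr1 it ended without exposed replicate 1 or 2 (-3.297 to -3.00). They ended in kidney cortex after 105 kBq for Tsc22d3 without exposed replicate 2 (2.13 to 3.16). For Noct it ended without exposed replicate 2 or control replicate 1, 2 or 3 (1.59 to 3.46). For Glo1 it ended without exposed replicate 1 or 2 or control replicate 3 (-1.23 to -1.06). For Itgb6 it ended without exposed replicate 2 or control replicate 1, 2 or 3 (-1.15 to -0.73). After 7.5 kBq the call ended for Tsc22d3 without exposed replicate 1 or control replicate 2 or 3 (2.12 to 2.49). For Sgk1 it ended without exposed replicate 1 or control replicate 3 (2.05 to 2.28). For Mrnip it ended without exposed replicate 1 or control replicate 2 or 3 (-0.93 to -0.73). For Eps8l2 it ended without exposed replicate 1 or control replicate 1, 2 or 3 (-0.63 to -0.56). In the lungs they ended after 105 kBq for Lox without exposed replicate 1 or 2 or control replicate 1 or 2 (1.98 to 2.35). For Tsc22d3 it ended without any 1 of the 5 arrays (1.98 to 2.325). For Glo1 it ended without exposed replicate 2 (-1.67 to -1.47). For Tiam1 it ended without exposed replicate 1 or 2 or control replicate 1 or 2 (-1.09 to -0.83). After 7.5 kBq calls ended for Slc6a2 and Map3k6 without exposed replicate 1 or control replicate 1, 2 or 3 (1.57 to 1.97).

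**Figure D1:**
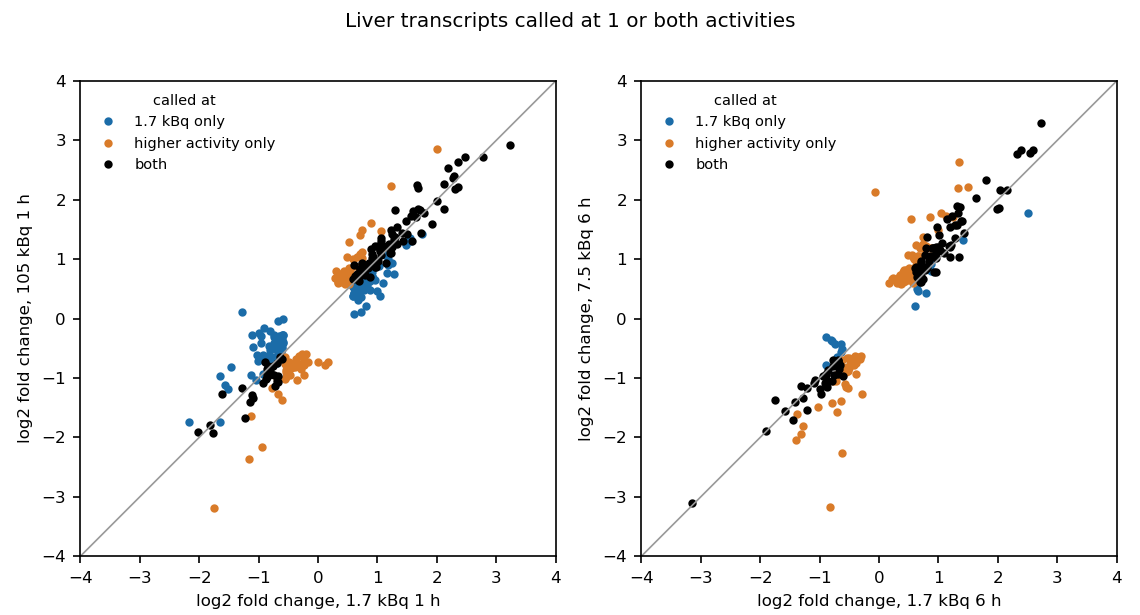
Log2 fold changes against control of liver transcripts regulated at either activity, at 1.7 kBq (horizontal axis) and at the higher activity (vertical axis), 1 h after injection on the left and 6 h on the right, with 1 point per transcript and the line of equal change. Of 307 transcripts at 1 h and 235 at 6 h, 106 and 96 were regulated at both activities, where both fold changes share the 3 control arrays.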

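Hsph1, which limma called in the spleen after 1.7 kBq at 1 h, had a log2 fold change of 1.62 (SE 0.19, adjusted p = 0.0122) 1 h after 105 kBq and of -0.084 (SE 0.19, adjusted p = 0.966) 6 h after 7.5 kBq. Tsc22d3, whose product restrains inflammation under glucocorticoids, had log2 fold changes of 1.94 (SE 0.37, adjusted p = 0.193) and 1.71 (SE 0.37, adjusted p = 0.771), and Fkbp5 of 1.02 (SE 0.25) and 0.65 (SE 0.25). No transcript of the spleen passed the threshold at either of these exposures by limma, nor 6 h after 1.7 kBq, where 1284 probes had an unadjusted p under 0.05, against 965 after 105 kBq and 984 after 7.5 kBq. Without control replicate 1 the count after 105 kBq was 1, and without 7.5 kBq 6 h replicate 2 the count after 7.5 kBq was 9. Without the array labelled spleen 7 days replicate 1, which carries pancreas transcripts and enters the spread of this fit, 8 transcripts passed after 105 kBq and 0 after 7.5 kBq. The direct test of 105 against 1.7 kBq at 1 h called 0 transcripts (816 probes at an unadjusted p under 0.05), and that of 7.5 against 1.7 kBq at 6 h called 0 (802 probes). Without 1.7 kBq 1 h replicate 2 the former was 2, and without 7.5 kBq 6 h replicate 2 the latter was 6. The array with pancreas transcripts left out, they were 3 and 0.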

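Between 105 kBq at 1 h and 7.5 kBq at 6 h, limma called 0 transcripts in kidney medulla and 0 in the spleen in the direct test, with 431 and 545 probes at an unadjusted p under 0.05. Without 7.5 kBq 6 h replicate 2 the counts were 2 and 4, and 3 transcripts were called in the spleen without 7 days replicate 1, the array that carries pancreas transcripts. Against the control group, Per1 in kidney medulla had a log2 fold change of 1.92 (SE 0.24, adjusted p = 0.0197) after 105 kBq and of 1.67 (SE 0.24, adjusted p = 0.0711) after 7.5 kBq, and Per2, which acts with it as a clock repressor, had 1.86 (SE 0.23) and 1.92 (SE 0.23). No transcript of kidney medulla passed at these exposures (1240 and 658 probes at an unadjusted p under 0.05), except 2 after 7.5 kBq without 7.5 kBq 6 h replicate 2. Without the array labelled kidney medulla 7 days replicate 1, 44 transcripts passed after 105 kBq and 18 after 7.5 kBq, with Tsc22d3 at 2.53 (SE 0.22) and 2.21 (SE 0.22). The direct tests between activities called 0 in kidney medulla at both times (246 probes at 1 h and 171 at 6 h), with 2 at 6 h without 7.5 kBq 6 h replicate 2 and 1 at 1 h without the array labelled 7 days replicate 1.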

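Against the control group, the co-chaperone Hsph1 had a log2 fold change of 2.05 (SE 0.30, adjusted p = 0.0128) in the lungs 1 h after 105 kBq and of 0.65 (SE 0.30, adjusted p = 0.606) 6 h after 7.5 kBq, and of 2.21 (SE 0.32, adjusted p = 0.00119) and 1.12 (SE 0.32, adjusted p = 0.0602) in the liver. Sgk1 in kidney cortex rose by 2.101 (SE 0.25, adjusted p = 0.00159) after 105 kBq. None of these genes was called in the direct comparison. In the direct test of 105 kBq at 1 h against 7.5 kBq at 6 h, limma called 0 transcripts in kidney cortex, 0 in the liver and 0 in the lungs, with 1092, 962 and 1018 probes at an unadjusted p under 0.05. Leaving out 1 array gave 150 without 7.5 kBq 6 h replicate 2 in kidney cortex, 1 without 7.5 kBq 6 h replicate 1 or 2 in the liver, and 10 without 105 kBq 1 h replicate 1 and 126 without 7.5 kBq 6 h replicate 2 in the lungs. The group without 7.5 kBq 6 h replicate 2 holds a single array, which is assumed to vary like the other groups and in kidney cortex carries hepatocyte transcripts. In the lungs the array that remains is the one without which the shift of loop of Henle genes after 7.5 kBq ended. Between 105 and 1.7 kBq at 1 h, 1 transcript was called in the liver, a probe without a gene symbol at 1.39 (SE 0.16, adjusted p = 0.00642). The liver had 0 without 1.7 kBq 1 h replicate 1 or 3 or 105 kBq 1 h replicate 1 or 2 and 2 without 1.7 kBq 1 h replicate 2. In the other tissues of this comparison the counts were 0 in kidney cortex (4 without 1.7 kBq 1 h replicate 2), and 0 in the lungs (2 without 1.7 kBq 1 h replicate 2 and 10 without 105 kBq 1 h replicate 1). Unadjusted p lay under 0.05 for 1721, 1404 and 704 probes. Between 7.5 and 1.7 kBq at 6 h, the counts were 0 in kidney cortex (164 without 7.5 kBq 6 h replicate 2), liver (1 to 2 without 1.7 kBq 6 h replicate 3 or 7.5 kBq 6 h replicate 1 or 2) and lungs (128 without 7.5 kBq 6 h replicate 2), with 1041, 1182 and 1370 probes at an unadjusted p under 0.05.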

**Figure 2:**
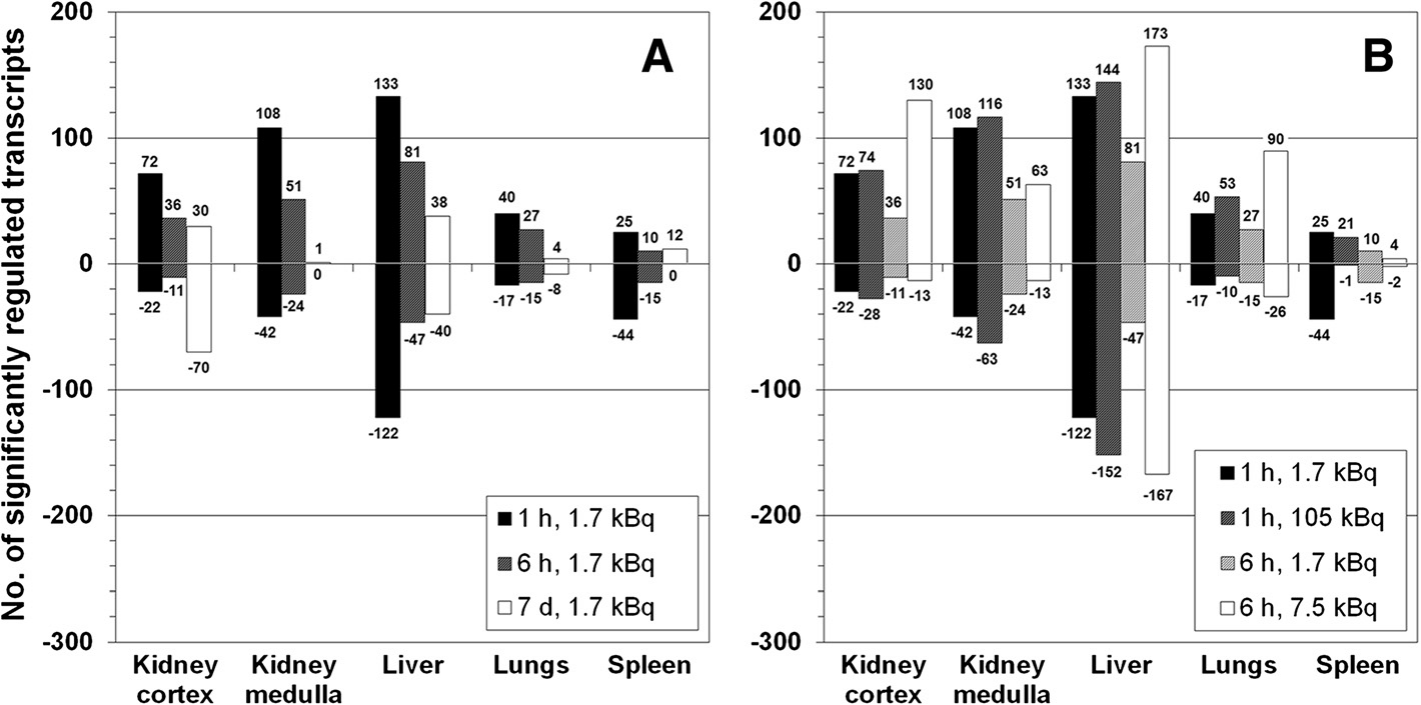
**Number of significantly regulated transcripts.** Comparison of the total number (no.) of significantly upregulated (positive numbers) and downregulated (negative numbers) transcripts in the kidney cortex and medulla, liver, lungs, and spleen. **(A)** shows responses at various time points after i.v. administration of 1.7 kBq ^211^At. **(B)** shows total transcript regulation at early time points dependent on dose rate, i.e., effects from 1.7 kBq compared to either 105 kBq ^211^At after 1 h or to 7.5 kBq ^211^At after 6 h.

### Potential dose rate-sensitive molecular biomarkers

The sample cohort was investigated for potential molecular biomarkers with sensitivity in the (very) low absorbed dose range. In addition, the dose rate effect for responses after 1 and 6 h was also analyzed. For the majority of transcripts regulated at all exposure conditions, fold change values were lowest after 7 days (Figures 3 and 4). 

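Of the transcripts that Figs. 3 and 4 name, 34 of 49 kept liver probes had their smallest change at 7 days, as had 14 of 16 in kidney cortex, 4 of 4 in the lungs and 0 of 2 in the spleen. The direct test of 1 h against 7 days by limma called 47 liver transcripts as higher at 1 h, led by Hsph1 at 2.56 (SE 0.28, adjusted p = 6.26e-04) and Lpin1, a phosphatidate phosphatase under fasting control, at 1.93 (SE 0.35, adjusted p = 0.00875). Another 34 were lower at 1 h, led by the F-box gene Fbxo21 at -1.54 (SE 0.19) and Ifit3 at -1.18 (SE 0.16). In kidney cortex 18 were higher and 6 lower at 1 h, with Noct at 2.22 (SE 0.34, adjusted p = 0.00933), Fkbp5 at 2.104 (SE 0.25), the cold-inducible RNA-binding protein gene Cirbp at -1.30 (SE 0.19) and the elongation factor gene Ell3 at -1.24 (SE 0.17). The co-chaperones Fkbp4 and Stip1 were higher at 1 h in the lungs, by 1.00 (SE 0.094) and 0.98 (SE 0.11), and Hsph1 and the secretory chaperone Creld2 in the spleen, by 2.11 (SE 0.17) and 2.098 (SE 0.23). At 6 h against 7 days, 10 liver transcripts were higher and 17 lower, with Usp2 at 1.71 (SE 0.20), Alas1 at 1.58 (SE 0.15), Ppp1r3c at -1.85 (SE 0.19) and Fbxo21 at -1.47 (SE 0.19). In kidney cortex 1 was higher, the secretory chaperone Hsp90b1 at 0.75 (SE 0.094), and 6 were lower, among them the acyl-CoA synthetase Acsm5 at -0.92 (SE 0.12) and Olfml1 at -0.75 (SE 0.10). In the other tissues 0 were called (2030 and 1254 probes of kidney medulla at an unadjusted p under 0.05 at 1 h and 6 h, 451 of the lungs and 1059 of the spleen at 6 h), and 2 in kidney medulla at 1 h without 7 days replicate 1, which carries a liver profile. Leaving out 1 array moved the counts at 1 h to 21 to 38 without 1.7 kBq 1 h replicate 1 or 2 or 1.7 kBq 7 d replicate 1 or 2 in the liver and 6 to 9 without 1.7 kBq 1 h replicate 1 or 3 or 1.7 kBq 7 d replicate 1, 2 or 3 in kidney cortex. The lungs moved to 0 to 1 without 1.7 kBq 1 h replicate 1 or 3 or 1.7 kBq 7 d replicate 1, 2 or 3 and 5 without 1.7 kBq 1 h replicate 2, and the spleen to 1 without 1.7 kBq 7 d replicate 1 or 3, where replicate 1 at 7 days carries pancreas transcripts. At 6 h it moved them to 3 to 17 without 1.7 kBq 6 h replicate 1 or 2 or 1.7 kBq 7 d replicate 1, 2 or 3 in the liver, and to 0 to 1 without any 1 of the 6 arrays in kidney cortex, where it was 0 as well without 7.5 kBq 6 h replicate 1, which carries hepatocyte transcripts. Calls ended at 1 h in the liver for Lpin1 without any 1 of the 6 arrays (1.70 to 2.16). For Ifit3 it ended without 1.7 kBq 1 h replicate 1 or 1.7 kBq 7 d replicate 1 (-1.23 to -1.09). In kidney cortex the call ended for Noct without any 1 of the 6 arrays (2.05 to 2.32). For Cirbp it ended without any 1 of the 6 arrays (-1.35 to -1.20). For Fkbp5 it ended without 1.7 kBq 1 h replicate 1 or 1.7 kBq 7 d replicate 1 or 2 (1.85 to 2.298). For Ell3 it ended without 1.7 kBq 1 h replicate 1, 2 or 3 or 1.7 kBq 7 d replicate 1 or 2 (-1.40 to -1.13). In the lungs the call ended for Fkbp4 without 1.7 kBq 1 h replicate 1 or 3 or 1.7 kBq 7 d replicate 1 or 3 (0.96 to 1.07). For Stip1 it ended without 1.7 kBq 1 h replicate 3 or 1.7 kBq 7 d replicate 1, 2 or 3 (0.84 to 1.10). In the spleen the call ended for Creld2 without 1.7 kBq 1 h replicate 1, 2 or 3 or 1.7 kBq 7 d replicate 1 or 3 (1.94 to 2.296). At 6 h they ended in the liver for Usp2 without 1.7 kBq 7 d replicate 1 or 2 (1.51 to 1.98). For Fbxo21 it ended without 1.7 kBq 7 d replicate 1, 2 or 3 (-1.58 to -1.29). In kidney cortex the call ended for Hsp90b1 without any 1 of the 6 arrays (0.70 to 0.81). For Acsm5 it ended without any 1 of the 6 arrays (-1.01 to -0.86). For Olfml1 it ended without any 1 of the 6 arrays (-0.83 to -0.67).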

In kidney cortex, ten genes were significantly regulated at all exposures, including two probe variants for the *Per1* gene (Figure 3A), all of which were continuously upregulated. 

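Sgk1, Per2, Herpud1 and Pim3 rose and Mrnip fell past the threshold at all 4 exposures within 6 h in kidney cortex, the only genes to do so by limma. Per2 rose at a pair of probes, by 1.77 (SE 0.14, adjusted p = 1.30e-04) at 1 h and 1.73 (SE 0.14, adjusted p = 2.54e-04) at 6 h after 1.7 kBq at 1 of them, and Sgk1 by 1.89 (SE 0.22, adjusted p = 9.59e-04) at 1 h. Herpud1, a component of the degradation of misfolded secretory proteins, rose 2.45-fold at 1 h at the probe that passed at all 4 exposures. At another of its probes it rose by 1.42 (SE 0.14, adjusted p = 2.60e-04) on the log2 scale. The survival kinase Pim3, named after its values were seen, rose by 1.31 (SE 0.11, adjusted p = 1.30e-04). At 7 days the adjusted p was 0.758 for Sgk1, 0.326 for Per2, Herpud1 and Pim3, and 0.999 for Mrnip. Of the 16 kept probes of the 10 genes in Fig. 3A, 15 were higher than control at all 5 exposures, 11 with an unadjusted p under 0.05 each time. Regulated past the threshold were 10 of them at 1 exposure or more, 3 at the 4 exposures within 6 h and 0 at all 5. Among those not past it at any exposure were Dusp1 with 1.80 (SE 0.41, adjusted p = 0.0646), Angptl4 with 1.40 (SE 0.47, adjusted p = 0.269) and the mitochondrial carrier Slc25a25 with 1.97 (SE 0.35, adjusted p = 0.0189) at 1 h. The 1 remaining kept probe of Per2 did not pass. The calls of Per2, Sgk1, Herpud1 (at the probe with 1.42) and Pim3 at 1 h after 1.7 kBq and that of Per2 at 6 h at the probe given held without any 1 array. That of Mrnip at 1 h ended without exposed replicate 1 or 2 or control replicate 2 or 3 (-0.78 to -0.58). The 6 transcripts at the 4 exposures within 6 h became 1 to 3 without 105 kBq 1 h replicate 2 or 1.7 kBq 6 h replicate 2 or 3 or 7.5 kBq 6 h replicate 1 or 2 or 1.7 kBq 7 d replicate 2 or control replicate 1, 2 or 3 and 10 without 105 kBq 1 h replicate 1, and the count at all 5 exposures stayed at 0.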

In the lungs and spleen, only two and one gene(s) were significantly regulated at all exposures, respectively (Figure 3B, C). 

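In the lungs, Tsc22d3 had log2 fold changes of 1.91 (SE 0.25, adjusted p = 0.0465) at 6 h and 1.11 (SE 0.25, adjusted p = 0.9999) at 7 days after 1.7 kBq by limma, and 2.14 (SE 0.28, adjusted p = 0.0101) after 7.5 kBq, so that it passed the threshold only at 1 h. Per1, the clock repressor named beside it in Fig. 3B, had 1.68 (SE 0.25, adjusted p = 0.0140) at 1 h, 1.46 (SE 0.25, adjusted p = 0.131) at 6 h and 1.37 (SE 0.25, adjusted p = 0.9999) at 7 days, and passed at no exposure. In the spleen, Tsc22d3 had 1.90 (SE 0.33, adjusted p = 0.0506) at 1 h, 1.34 (SE 0.33, adjusted p = 0.477) at 6 h and 1.45 (SE 0.33, adjusted p = 0.839) at 7 days, and passed at none. The array labelled spleen 7 days replicate 1 carries pancreas transcripts. All 4 kept probes of the pair in the lungs and both of Tsc22d3 in the spleen lay above the control mean at all 5 exposures, and 3 and 2 of them had an unadjusted p under 0.05 each time. No transcript passed the threshold at all 5 exposures in either tissue, with any 1 array left out as well.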

Similar to kidney cortex, neither the lungs nor spleen showed downregulation among commonly regulated genes. 

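Among probes regulated in kidney cortex, lungs and spleen at any exposure, downregulation was rare, and none passed at all 5 exposures in either direction. In kidney cortex, Mrnip had fold changes to 0.632 of the control signal at 1 h and 0.615 at 6 h after 1.7 kBq, 0.583 after 105 kBq and 0.569 after 7.5 kBq, and of 1.008 at 7 days. Lyrm2 in the lungs, with a log2 fold change at 1 h past the threshold, had -0.56 (SE 0.067, adjusted p = 0.0328) at 6 h and -0.33 (SE 0.067, adjusted p = 0.9999) at 7 days. Glo1 fell after 105 kBq in kidney cortex and lungs, and had -0.23 (SE 0.12, adjusted p = 0.596) and -0.40 (SE 0.14, adjusted p = 0.296) at 1 h after 1.7 kBq by limma.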

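At 7 days after 1.7 kBq, when the change of most genes was smallest, Mfsd2a in the liver still stood at a log2 signal of 10.95 ± 0.23 (SD, n = 3) against 8.79 ± 0.10 (n = 3) in control mice, a log2 fold change of 2.16 (SE 0.13, adjusted p = 3.89e-07) by limma. Coq10b rose by 1.56 (SE 0.15, adjusted p = 2.20e-04) at 1 of its 3 kept probes, Per1 by 1.55 (SE 0.16, adjusted p = 3.95e-04) at 1 of 2, the ATP-Mg carrier Slc25a25 by 1.32 (SE 0.18, adjusted p = 0.00671), G6pc, which releases glucose from its phosphate, by 1.33 (SE 0.17, adjusted p = 0.00419), and Errfi1, an inhibitor of growth factor receptors, by 0.76 (SE 0.10, adjusted p = 0.00485). Arntl, the activator that drives Per1, changed by -0.94 (SE 0.12, adjusted p = 0.00419). These 7 transcripts were the ones regulated at all 5 exposures in the liver, the only ones regulated at 7 days, and 6 of them had their smallest change there. Alas1, with 1.01 (SE 0.15, adjusted p = 0.0104) at 7 days, and the clock output factor Dbp, with 2.31 (SE 0.35, adjusted p = 0.0135), missed the threshold at that time. Of the 37 genes that the paper names in its figures, 3 had no probe of that name here. Of the 49 kept probes of the 29 genes of Fig. 4 that were found, 34 passed at 1 exposure or more, 18 at the 4 exposures within 6 h and 5 at all 5. Leaving out 1 array moved the 7 transcripts to 3 to 4 without 1.7 kBq 7 d replicate 1 or 3 or control replicate 1 or 3 and 11 without 1.7 kBq 6 h replicate 1. At 7 days the calls ended for Slc25a25 without exposed replicate 1, 2 or 3 or control replicate 2 or 3 (1.15 to 1.45). For G6pc it ended without exposed replicate 1 or 3 or control replicate 1, 2 or 3 (1.26 to 1.42). For Errfi1 it ended without exposed replicate 1, 2 or 3 or control replicate 1 or 3 (0.68 to 0.88). For Arntl it ended without exposed replicate 1 or 3 or control replicate 1 or 3 (-1.02 to -0.85).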

Liver tissue showed the highest yield with 32 significantly regulated genes at all exposures, including two probe variants for the *Coq10b* and *Per1* genes (Figure 4). Among these 34 transcripts, 25 were upregulated and all transcripts showed no change in direction of regulation with changing exposure condition. 

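Within 6 h, 62 liver transcripts passed the threshold in the same direction at all 4 exposures, 47 up and 15 down. Among them, Usp2 had fold changes of 5.12 and 5.24 after 1.7 kBq at 1 h and 6 h, 6.21 after 105 kBq and 7.11 after 7.5 kBq, and Slc5a6, a transporter of biotin and pantothenate, of 1.97, 2.298, 1.82 and 2.05. Of the kept liver probes of genes in Fig. 4, 34 were higher and 14 lower than control at all 5 exposures. The 1 other, a probe of Per2, lay within -0.069 to 0.061. Between 1.7 and 105 kBq at 1 h, 79 upregulated and 27 downregulated transcripts were shared, where independent lists of these sizes would share 0.964 and 0.315. Between 1.7 and 7.5 kBq at 6 h, 63 and 33 were shared, with 0.593 and 0.166 expected, and in kidney cortex 23 upregulated transcripts were shared at 1 h, with 0.0704 expected. Leaving out 1 array moved the 62 transcripts to 26 to 41 without 105 kBq 1 h replicate 2 or 7.5 kBq 6 h replicate 1 or 2 or control replicate 2. The expected numbers take the lists as independent, while the comparisons share the 3 control arrays, which are too few to give each comparison its own, so the part of the overlap that comes from the shared arrays is not known.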

In kidney medulla, no genes were significantly regulated at all exposures within this sample cohort.

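Umod, the product of the loop of Henle that marks the kidney, had a log2 signal of 6.83 against 14.61 ± 0.049 (SD, n = 15) on the array labelled kidney medulla 7 days replicate 1 and on the other kidney medulla arrays, and Aqp2, the water channel of the collecting duct, had 6.96 against 10.31 ± 0.32 (SD, n = 15). Albumin (Alb), made by hepatocytes, had 12.50 against 6.69 ± 0.046 (SD, n = 15), and Apoa2, an apolipoprotein of the liver, had 14.44 against 7.16 ± 0.55 (SD, n = 15). Over 30 kidney genes the median signal of this array was 6.80, where the other kidney medulla arrays lay at 9.48 to 10.18 and the liver arrays at 6.73 to 6.78. Its correlation over 25697 probes was 0.983 with the liver controls and 0.782 with the kidney medulla controls. Per1 and Per2, the clock repressors, had log2 fold changes at 7 days of 1.33 (SE 0.21, adjusted p = 0.209) and 0.98 (SE 0.20, adjusted p = 0.492) with all arrays by limma. Without that array they had 1.21 (SE 0.22, adjusted p = 0.269) and 0.89 (SE 0.21, adjusted p = 0.526). No transcript of kidney medulla passed at all 5 exposures, with or without that array, or with any other array left out.

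**Figure D2:**
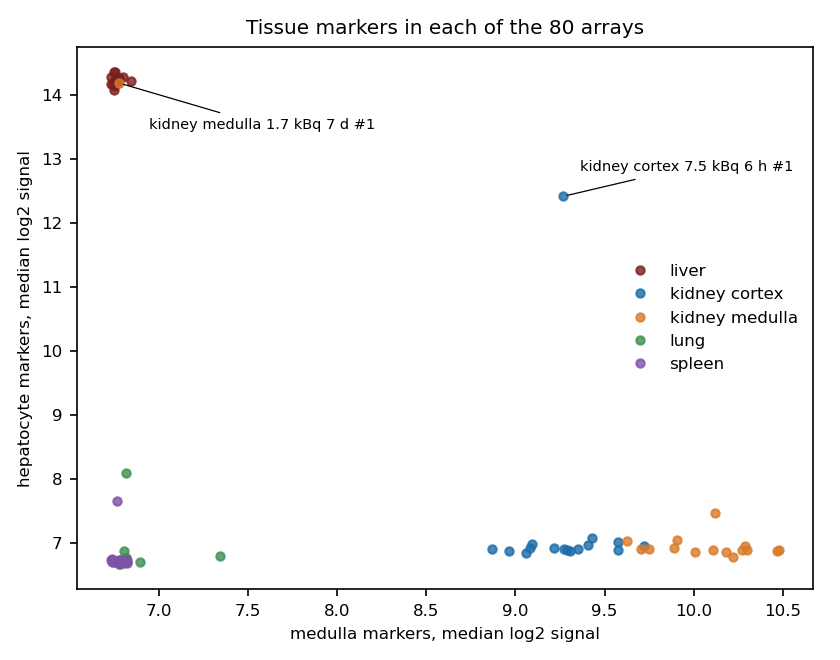
Median log2 signal of 12 hepatocyte genes (vertical axis) against the median log2 signal of genes of the kidney medulla (horizontal axis), with 1 point per array, 80 arrays, coloured by the tissue of the label. The array labelled kidney medulla 7 days replicate 1 lies among the liver arrays at 14.19 on the vertical axis, and the array labelled kidney cortex 7.5 kBq 6 h replicate 1 lies at 12.42.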

**Figure 3:**
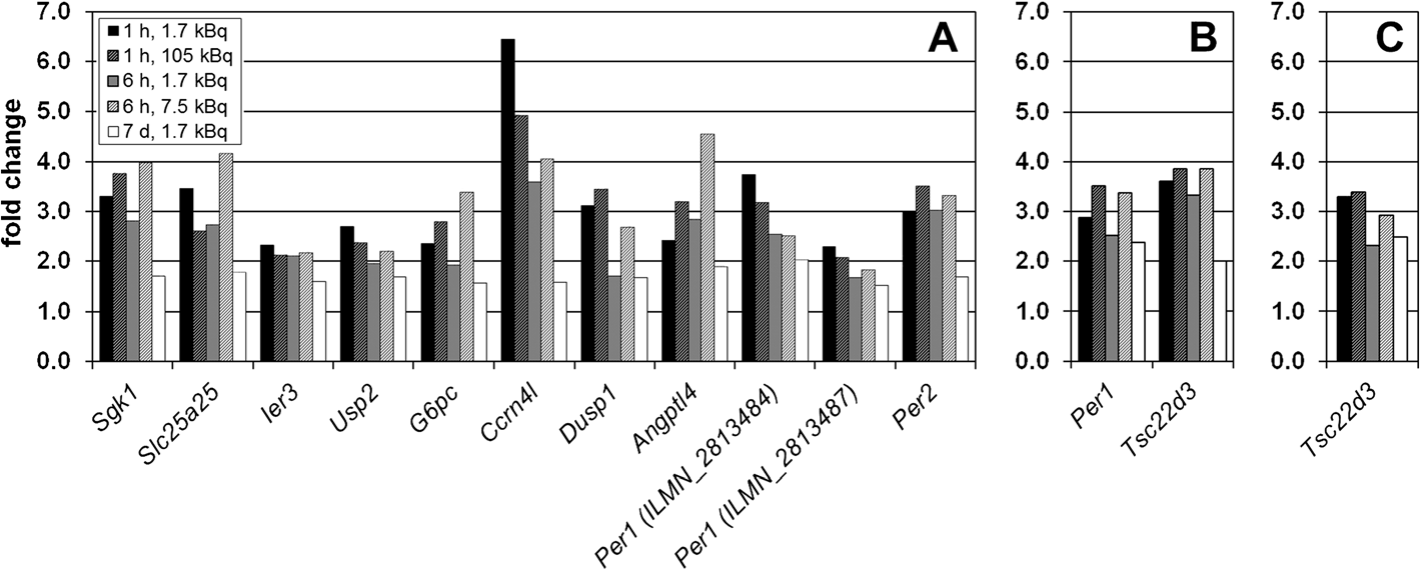
**Potential molecular biomarkers in the kidney cortex, lungs, and spleen for i.v.** ^**211**^ **At administration.** Differentially regulated genes on the transcriptional level responding at all investigated time points in the kidney cortex **(A)**, lungs **(B)**, and spleen **(C)** after injection of 1.7, 7.5, or 105 kBq ^211^At. Note the difference in scaling of the y-axis compared with Figure 4.

**Figure 4:**
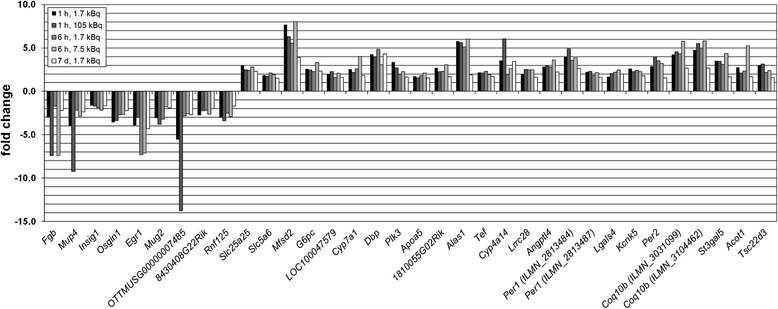
**Potential molecular biomarkers in the liver for i.v.** ^**211**^ **At administration.** Differentially regulated genes on the transcriptional level responding at all investigated time points in the liver after injection of 1.7, 7.5, or 105 kBq ^211^At. Note the difference in scaling of the y-axis compared with Figure 3.

Among significantly regulated transcripts, the expression profile of potential molecular biomarkers is preferably a function of monotonous increase or decrease with absorbed dose/dose rate. As such, fold change values should be either higher or lower for increased activity at both time points compared to 1.7 kBq with no change in intensity of up- or downregulation relative to 1.7 kBq between time points. 

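Sgk1, G6pc, Dusp1, Angptl4 and Per2, which serve sodium transport, glucose release, kinase signalling, lipid metabolism and the clock, lay farther from the control signal at the higher activity at both times in kidney cortex. The difference in log2 fold change between 105 and 1.7 kBq at 1 h and between 7.5 and 1.7 kBq at 6 h was 0.21 and 0.55 for Sgk1, 0.27 and 0.90 for G6pc, 0.16 and 0.72 for Dusp1 and 0.45 and 0.75 for Angptl4, each with an SE of 0.25, 0.33, 0.46 and 0.53. For Per2 it was 0.25 and 0.15 (SE 0.21) at 1 of its 3 kept probes and 0.20 and 0.18 (SE 0.16) at another. Of the 16 kept probes of the genes in Fig. 3A, 8 differed between the activities in the same direction at both times, and 6 of these lay farther from the control signal at the higher activity. The direct limma contrasts between the activities called 0 of them at 1 h and 0 at 6 h, with a smallest adjusted p = 0.631 and 0.753, and 0 and 2 with an unadjusted p under 0.05. The count of 8 became 13 without 105 kBq 1 h replicate 1 and 4 without 105 kBq 1 h replicate 2, and at 6 h the group of 7.5 kBq holds an array that carries hepatocyte transcripts. A shared direction also arises without any effect of activity, and the 8 were not compared with the number that chance gives.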

In kidney cortex, the *Sgk1*, *G6pc*, *Dusp1*, *Angptl4*, and *Per2* genes showed this pattern for potential biomarkers. 

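Both probes of Tsc22d3, the glucocorticoid-induced leucine zipper gene, lay higher at the higher activity in the lungs, by 0.74 (SE 0.35) at 1 h and 0.97 (SE 0.35) at 6 h at the weaker probe and by 0.10 (SE 0.28) at 1 h and 0.23 (SE 0.28) at 6 h at the stronger. Both probes of the clock repressor Per1 did so as well, by 0.32 (SE 0.28) at 1 h and 0.47 (SE 0.28) at 6 h and by 0.15 (SE 0.23) at 1 h and 0.39 (SE 0.23) at 6 h. The direct limma contrasts called 0 of these 4 probes at either time, with a smallest adjusted p = 0.947 at 1 h and 0.565 at 6 h, and 0 and 1 with an unadjusted p under 0.05. Without 1.7 kBq 1 h replicate 2, only 2 of the 4 probes kept the order.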

In the lungs, the *Per1* and *Tsc22d3* genes also displayed this pattern. Although *Tsc22d3* showed the same pattern in spleen, the difference in fold change values between activities at 1 h was comparatively low. 

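Tsc22d3 differed between activities in the spleen by 0.044 (SE 0.37) at 1 h and 0.37 (SE 0.37) at 6 h at the stronger of its probes and by 0.18 (SE 0.19) at 1 h and 0.50 (SE 0.19) at 6 h at the weaker, in the direction of a larger change at the higher activity. Neither contrast was called by limma (smallest adjusted p = 0.956 at 1 h and 0.991 at 6 h, with 0 and 1 unadjusted p under 0.05). The order of Tsc22d3 held for both probes except without 1.7 kBq 1 h replicate 2, where it held for 0, and without 105 kBq 1 h replicate 2, where it held for 1.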

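The fibrinogen chain gene Fgb, whose product forms clots, lay lower at the higher activity in the liver, by -1.43 (SE 0.51) at 1 h, where 1 of the 2 arrays of 105 kBq lay above the background cutoff, and -2.35 (SE 0.51) at 6 h. The fatty acid hydroxylase gene Cyp4a14 lay higher, by 0.85 (SE 0.56) at 1 h and 0.52 (SE 0.56) at 6 h, as did Lgals4, a galectin that binds glycoproteins of the gut and liver, at all 3 of its probes, by 0.28 (SE 0.27), 0.26 (SE 0.16) and 0.33 (SE 0.298) at 1 h and 0.27, 0.23 and 0.17 at 6 h, and Per1 by 0.35 (SE 0.18) at 1 h and 0.12 (SE 0.18) at 6 h. Insig1, which holds back sterol synthesis, differed by -0.40 (SE 0.19) at 1 h and -0.58 (SE 0.19) at 6 h at 1 of the 3 among its 4 probes that lay lower at both times, and Dbp, the clock output factor, by -0.12 (SE 0.39) at 1 h and -0.74 (SE 0.39) at 6 h. The authors look for fold changes that are either higher or lower at the increased activity at both times and propose these genes as potential biomarkers. In the liver, 28 of 49 kept probes of the genes in Fig. 4 that have a probe of that name here differed between the activities in the same direction at both times. Of these, 18 lay farther from the control signal at the higher activity and 10, such as Egr1 and Kcnk5 at 2 of its probes, did not. Among the genes that the paper names for it, the direction was not shared for 1 probe each of Insig1, Coq10b, Rnf125 and Tsc22d3. These need not be the probes of Fig. 4. The direct limma contrasts called 0 probes at 1 h and 0 at 6 h (smallest adjusted p = 0.398 and 0.675), with 4 and 10 at an unadjusted p under 0.05, and without 105 kBq 1 h replicate 2 the direction was shared for 18. A shared direction also arises without any effect of activity, and the 28 were not compared with the number that chance gives.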

In the liver, 50% of the genes displayed this pattern, i.e., *Fgb*, *Mup4*, *Insig1*, *Osgin1*, *Egr1*, *Rnf125*, *Slc5a6*, *LOC100047579*, *Dbp*, *Cyp4a14*, *Angptl4*, two probe variants for *Per1*, *Lgals4*, *Kcnk5*, two probe variants for *Coq10b*, and *Tsc22d3*. It should be noted that differences in fold change within this pattern, i.e., between 1.7 kBq administrations compared to 105 kBq after 1 h or 7.5 kBq after 6 h, respectively, varied strongly between time points, genes, and tissues. In this regard, *Per1* (Illumina probe ID ILMN_2813484) in kidney cortex and *Tef* in liver showed this regulatory pattern, but differences in fold change values between both activities were below 3% at 1 and 6 h, respectively.

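At 6 h in the liver, Acot1, a thioesterase induced during fasting, lay higher after 7.5 than after 1.7 kBq by 1.29 (SE 0.38) in log2 fold change, and at 1 h it lay lower after 105 than after 1.7 kBq, by -0.42. Mfsd2a, which carries lysophospholipids, differed by -0.31 (SE 0.14) at 1 h and 0.58 (SE 0.14) at 6 h, and Per2 by 0.58 (SE 0.22) at 1 h and -0.16 (SE 0.22) at 6 h, so that neither had its larger change at the higher activity at both times. Noct in kidney cortex, a clock-controlled phosphatase, differed by -0.42 (SE 0.38) at 1 h and 0.19 (SE 0.38) at 6 h, and the carrier gene Slc25a25 by -0.44 (SE 0.39) at 1 h and 0.67 (SE 0.39) at 6 h. Osgin1 in the liver, a growth inhibitor, differed by 0.10 (SE 0.23) at 1 h and 0.018 (SE 0.23) at 6 h, less than its SE at both times. None of these contrasts was called by limma.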

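At the stronger probe of the clock repressor Per1 in kidney cortex, the difference between activities was -0.25 (SE 0.24) at 1 h and -0.015 (SE 0.24) at 6 h, with the smaller change at the higher activity. The other probe of Per1 differed by -0.15 (SE 0.19) at 1 h and 0.15 (SE 0.19) at 6 h. Tef in the liver, a clock output factor, differed by -0.040 (SE 0.18) at 1 h and -0.30 (SE 0.18) at 6 h at 1 probe and by 0.052 (SE 0.089) at 1 h and 0.028 (SE 0.089) at 6 h at the other, and limma called none of these contrasts.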

### Response profiles of biological processes

Transcriptional response to 1.7 kBq ^211^At was investigated on the level of cellular function based on established categorization of enriched biological processes (Figure 5). Complete lists of categorized biological processes are provided for all tissues in Additional file 1: Table S1, Additional file 2: Table S2, Additional file 3: Table S3, Additional file 4: Table S4, and Additional file 5: Table S5. 

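The list of circadian clock genes was shifted at 1 h after 1.7 kBq in every tissue but the spleen. In the liver, Ciart, a repressor of the clock, rose by 2.12 (SE 0.16, adjusted p = 4.23e-06) by limma and Dbp, a clock output factor, by 2.303 (SE 0.35, adjusted p = 0.00142), and Per1 by 2.19 (SE 0.16). Of the clock genes measured, 15 of 19 were higher in kidney cortex, 5 past the threshold over all probes and 6 adjusted over the list alone (camera, adjusted p = 2.10e-09, and 0.00320 with an estimated correlation). In the liver 12 of 20 were higher, 7 past the threshold over all probes and 8 adjusted over the list alone, with 1 called as lower in each case (adjusted p = 6.53e-05, 0.134 with an estimated correlation). In kidney medulla 15 of 20 were higher, 2 past the threshold over all probes and 4 adjusted over the list alone (adjusted p = 2.99e-06, 0.0872 with an estimated correlation), and in the lungs 14 of 18, 0 past the threshold over all probes and 3 adjusted over the list alone (adjusted p = 1.09e-05, 0.286 with an estimated correlation). In the spleen 13 of 19 were higher and the list was not shifted (adjusted p = 0.126). The list of glucocorticoid receptor targets was shifted in all 5 tissues. They include Sult1a1, a sulfotransferase that rose by 1.14 (SE 0.14, adjusted p = 0.00402) in the lungs, and Fkbp5, a co-chaperone of the receptor that rose by 1.56 (SE 0.27, adjusted p = 0.00359) in the liver. Higher were 20 of 20 of these targets in kidney cortex, 4 past the threshold over all probes and 7 adjusted over the list alone (adjusted p = 6.93e-17, 0.0206 with an estimated correlation). In the liver 18 of 21 were higher, 7 past the threshold over all probes and 9 adjusted over the list alone (adjusted p = 6.96e-07, 0.134 with an estimated correlation), and in the lungs 19 of 20, 2 past the threshold over all probes and 9 adjusted over the list alone (adjusted p = 1.07e-13, 0.0301 with an estimated correlation). In kidney medulla 19 of 20 were higher, 1 past the threshold over all probes and 5 adjusted over the list alone (adjusted p = 2.93e-11, 0.0872 with an estimated correlation), and in the spleen 12 of 20, 0 past the threshold over all probes and 6 adjusted over the list alone (adjusted p = 1.90e-05, 0.215 with an estimated correlation). At 7 days the clock list still lay higher in kidney cortex (adjusted p = 1.40e-04, 0.0179 with an estimated correlation), liver (adjusted p = 0.00411, 0.282 with an estimated correlation), lungs (adjusted p = 2.10e-06, 0.248 with an estimated correlation) and kidney medulla (adjusted p = 0.00108, 0.268 with an estimated correlation). The glucocorticoid list lay higher at that time in kidney cortex (adjusted p = 4.81e-04, 0.420 with an estimated correlation), liver (adjusted p = 5.98e-04, 0.315 with an estimated correlation), lungs (adjusted p = 1.30e-05, 0.286 with an estimated correlation), spleen (adjusted p = 0.0369, 0.625 with an estimated correlation), where it ended without exposed replicate 1 or 3 or control replicate 1, 2 or 3, and kidney medulla (adjusted p = 2.11e-07, 0.154 with an estimated correlation). In the kidney medulla group at 7 days 1 of the 3 arrays has a liver profile, and without it the adjusted p was 0.0320 for the clock list (mean 0.22 in place of 0.37) and 7.37e-09 for the glucocorticoid list (mean 0.52 in place of 0.71), both at the preset correlation. The call of Sult1a1 ended without any 1 of the 6 arrays (1.05 to 1.25), and the liver calls ended for Fkbp5 without control replicate 1, 2 or 3 (1.17 to 1.88). A difference between tissues in the shift of these lists was not tested.

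**Figure D3:**
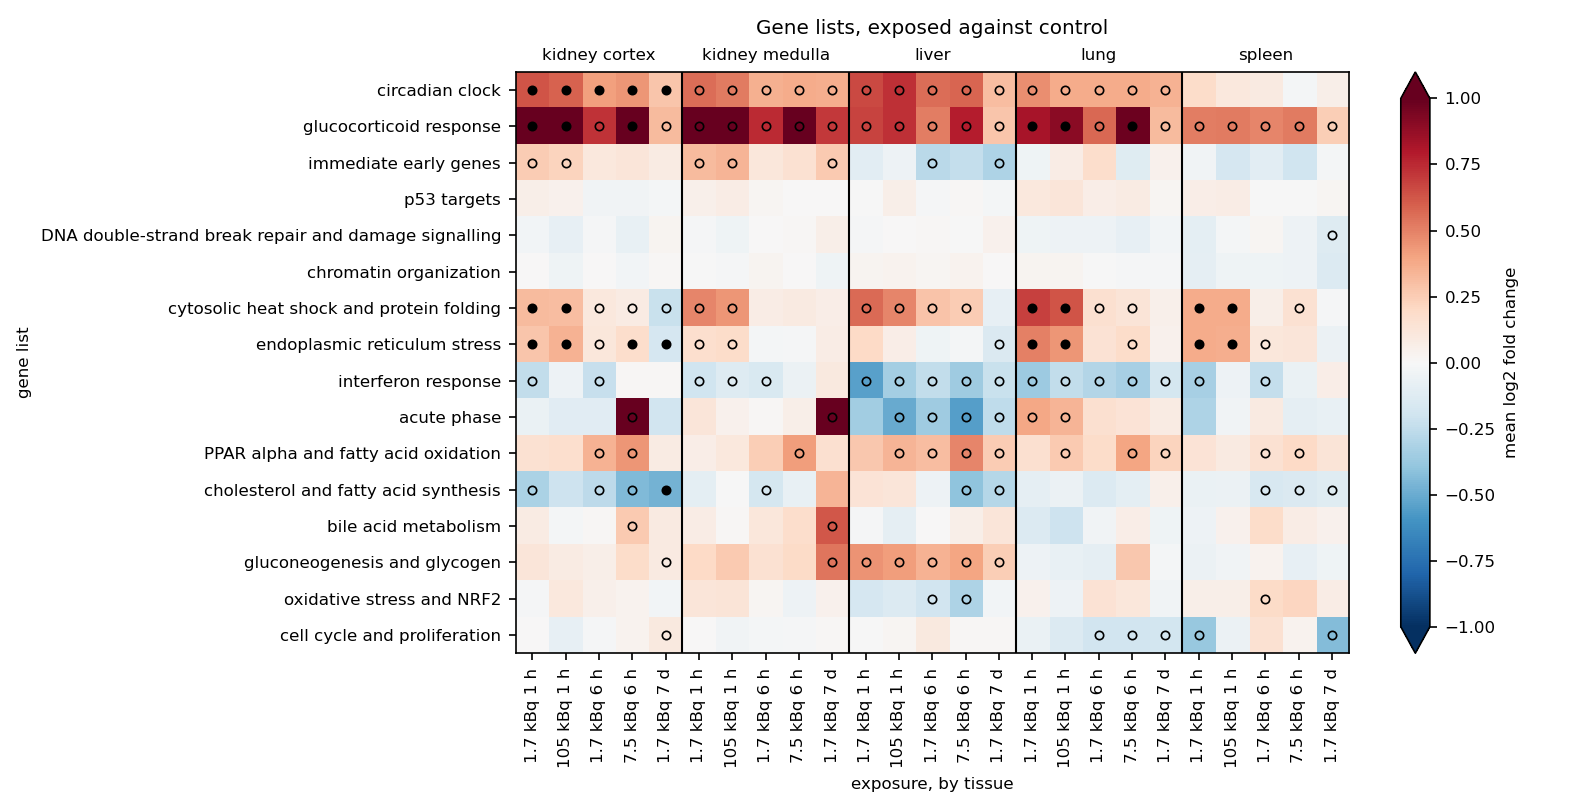
Mean log2 fold change against control (colour) of the measured genes of each of 16 response lists (vertical axis) in each tissue and exposure (horizontal axis). Circles mark an adjusted p under 0.05 in camera and filled circles the same with an estimated correlation, and the glucocorticoid list has means of 1.02 in kidney cortex and 0.51 in the spleen 1 h after 1.7 kBq.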

Response patterns within subcategories of biological processes indicated tissue specificity. A common trend in regulatory intensity was seen in the tissues, with the vast majority of regulation incidences ranging from very low (below 3%) to low (from 3% to 9%). 

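Rad50, part of the complex that senses double-strand breaks, had a log2 fold change of -0.34 (SE 0.071, adjusted p = 0.0432) in kidney cortex 1 h after 1.7 kBq by limma, and Xrcc4, which joins broken ends, had -0.36 (SE 0.087, adjusted p = 0.0265) in the liver. Neither passed the threshold, and no measured member of the list of double-strand break repair and damage signalling did so in any tissue at any exposure. Besides break repair, that list holds genes of other repair pathways, such as Apex1, Xpc and Msh6. Outside the list, and chosen after their values were seen, Mrnip, a partner of the sensor complex, was called lower in kidney cortex at all 4 exposures within 6 h (-0.81 to -0.66) and in the liver at 3 of them (-0.95 to -0.76), and Mad2l2, which takes part in the repair of breaks and in translesion synthesis, in the liver at all 4 (-1.275 to -0.72). Each call of Mrnip ended without 3 to 5 of the 5 or 6 arrays left out in turn, those of Mad2l2 at 1 h without 4 after 1.7 kBq and 1 after 105 kBq, and those of Mad2l2 at 6 h held. At 1 h, 13 of 32 measured members were higher in kidney cortex (camera, adjusted p = 0.477), 15 of 32 in kidney medulla (0.941), 15 of 34 in the liver (0.670), 13 of 31 in the lungs (0.403) and 14 of 38 in the spleen (0.0879). The only shift was in the spleen at 7 days, where 29 of 38 members lay lower (adjusted p = 0.00343, 0.628 with an estimated correlation), among them Msh6, a mismatch recognition gene, with -0.61 (SE 0.17, adjusted p = 0.839), and the shift ended without exposed replicate 3 or control replicate 1. The array labelled spleen 7 days replicate 1 carries pancreas transcripts. Genes of chromatin organization showed no shift to 1 side in any tissue. In kidney medulla at 1 h 16 of 33 were higher (adjusted p = 0.817), with the histone deacetylase Hdac1 at -0.32 (SE 0.093, adjusted p = 0.222) and Smarcb1, a subunit of a nucleosome remodeller, at -0.25 (SE 0.087, adjusted p = 0.307). The smallest adjusted p of the chromatin list was 0.0688, in the spleen at 7 days.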

No response was observed for DNA damage and repair processes in any tissue, while regulation of chromatin organization occurred only at 1 h in kidney medulla. Gene expression integrity showed no regulation in either kidney medulla or spleen at any time point. Response to maintaining cellular integrity was more pronounced than for maintaining DNA or gene expression integrity in all tissues, although regulatory patterns differed between all tissues. 

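The list of heat shock genes lay higher at 1 h after 1.7 kBq in all 5 tissues, and the list of endoplasmic reticulum stress genes in all but the liver. Chordc1, a co-chaperone of Hsp90, rose by 1.26 (SE 0.14, adjusted p = 1.26e-04) in the liver and 1.02 (SE 0.092, adjusted p = 1.39e-04) in kidney cortex by limma, Hspa8, the constitutive Hsp70, by 1.05 (SE 0.12, adjusted p = 1.33e-04) in the liver, and Hspa1a, the inducible Hsp70, by 1.19 (SE 0.15, adjusted p = 0.00200) in kidney cortex. Stip1, which joins both chaperones, rose by 0.98 (SE 0.11, adjusted p = 0.00322) in the lungs, and another kept probe of Hspa8 did not pass. Of the heat shock genes measured, 23 of 24 were higher in the liver, 7 past the threshold over all probes and 8 adjusted over the list alone (camera, adjusted p = 9.56e-14, and 0.134 with an estimated correlation). In kidney cortex 22 of 24 were higher, 4 past the threshold over all probes and 6 adjusted over the list alone (adjusted p = 1.05e-11, 0.0179 with an estimated correlation). In the lungs 22 of 24 were higher, 4 past the threshold over all probes and 11 adjusted over the list alone (adjusted p = 2.17e-21, 0.00193 with an estimated correlation). The spleen had 19 of 24 higher, 1 past the threshold over all probes and 5 adjusted over the list alone (adjusted p = 5.93e-09, 0.0324 with an estimated correlation), and kidney medulla 23 of 24, 0 past the threshold over all probes and 6 adjusted over the list alone (adjusted p = 1.00e-10, 0.0872 with an estimated correlation). Creld2, a chaperone of the secretory pathway, rose by 1.40 (SE 0.13, adjusted p = 1.39e-04) in kidney cortex and had 1.77 (SE 0.23, adjusted p = 0.0118) in the spleen and 1.35 (SE 0.21, adjusted p = 0.0163) in the lungs. Of the endoplasmic reticulum stress genes, 17 of 21 were higher in kidney cortex, 2 past the threshold over all probes and 2 adjusted over the list alone (adjusted p = 9.43e-08, 0.00320 with an estimated correlation). The lungs had 21 of 21 higher, 0 past the threshold over all probes and 3 adjusted over the list alone (adjusted p = 3.46e-14, 0.00252 with an estimated correlation), and the spleen 18 of 24, 0 past the threshold over all probes and 8 adjusted over the list alone (adjusted p = 1.10e-07, 0.0446 with an estimated correlation). In kidney medulla 15 of 23 were higher (adjusted p = 0.0224, 0.753 with an estimated correlation), a shift that ended without exposed replicate 2 or 3 or control replicate 1 or 2, and in the liver 15 of 23 were higher without a shift (adjusted p = 0.235). Herpud1, a gene of this list, still passed the threshold over all probes in the liver, with a 2.46-fold rise at 1 of its probes. At 7 days in kidney cortex both lists lay on the lower side, with 18 of 24 heat shock genes (adjusted p = 1.58e-04, 0.165 with an estimated correlation) and 17 of 21 endoplasmic reticulum stress genes (adjusted p = 0.00169, 0.0327 with an estimated correlation), while no single gene passed. Calls ended in kidney cortex for Hspa1a without exposed replicate 1 or 2 or control replicate 3 (1.08 to 1.29). In the lungs the call ended for Stip1 without exposed replicate 3 or control replicate 1, 2 or 3 (0.83 to 1.09).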

Several subcategories in cell cycle and differentiation were not regulated in an individual tissue, yet no specific subcategory was void of responses in all tissues. 

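Genes of the cell cycle lay lower in the spleen, without any single gene past the threshold. At 1 h after 1.7 kBq, Ube2c, which drives the exit from mitosis, had a log2 fold change of -0.65 (SE 0.27, adjusted p = 0.558) by limma, and Cdca8, a component of the chromosomal passenger complex, had -0.53 (SE 0.23, adjusted p = 0.574). All 26 of 26 measured members were lower at 1 h (camera, adjusted p = 2.14e-05, and 0.759 with an estimated correlation), a shift that ended without exposed replicate 3, and 24 of 26 at 7 days (adjusted p = 1.31e-06, 0.640 with an estimated correlation), which ended without exposed replicate 3, while replicate 1 of that group carries pancreas transcripts. Genes of neutrophils and myeloid precursors lay lower in the same spleens at 1 h, 13 of 16 (mean -1.29, adjusted p = 3.64e-06, 0.625 with an estimated correlation), and B cell genes higher, 11 of 11 at 1 h (mean 0.45, adjusted p = 2.09e-04, 0.468 with an estimated correlation) and 11 of 11 at 7 days (mean 0.35, adjusted p = 0.00423, 0.625 with an estimated correlation), the last of which ended without exposed replicate 2 or 3 or control replicate 1 or 2. In the lungs, 22 of 25 cell cycle genes were lower at 6 h (adjusted p = 1.17e-04, 0.661 with an estimated correlation) and 21 of 25 at 7 days (adjusted p = 5.32e-06, 0.611 with an estimated correlation), and after 7.5 kBq 23 of 25 (adjusted p = 0.00143, 0.714 with an estimated correlation). All 3 lung shifts ended without control replicate 1, as did lower B cell genes at 6 h (10 of 11, adjusted p = 0.0219, 0.714 with an estimated correlation) and after 7.5 kBq (10 of 11, adjusted p = 0.00749, 0.661 with an estimated correlation) and lower neutrophil genes at 7 days (14 of 16, adjusted p = 4.60e-05, 0.611 with an estimated correlation). In kidney cortex 15 of 19 cell cycle genes were higher at 7 days (adjusted p = 0.0204, 0.710 with an estimated correlation), which ended without exposed replicate 2 or control replicate 3, and in the liver (0.722 at 1 h) and kidney medulla (0.894) the list was not shifted at any exposure.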

In cell communication, signal transduction was affected in every tissue for all or most exposure conditions, while intercellular signaling was only affected after 1 h in spleen. Metabolism was diversely regulated in all tissues. 

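In the liver at 1 h after 1.7 kBq, single genes of glucose production and glycogen changed past the threshold, 5 up and 1 down of 18 measured. Foxo1, a transcription factor of fasting, rose by 1.06 (SE 0.14, adjusted p = 4.15e-04) by limma, G6pc by 1.50 (SE 0.17, adjusted p = 1.46e-04) and Pck1, the entry enzyme of gluconeogenesis, by 1.24 (SE 0.25, adjusted p = 0.00998), while Ppp1r3c, which promotes glycogen storage, changed by -1.05 (SE 0.19, adjusted p = 0.00449). Of the genes of gluconeogenesis and glycogen measured, 15 of 18 were higher, 7 of them past the threshold adjusted over the list alone (camera, adjusted p = 2.02e-04, and 0.134 with an estimated correlation). After 7.5 kBq, 17 of 21 targets of PPAR alpha were higher, 3 past the threshold over all probes and 5 adjusted over the list alone (adjusted p = 1.54e-04, 0.417 with an estimated correlation), among them Acot1, a thioesterase, with 2.63 (SE 0.38, adjusted p = 0.00121) and Cpt2, an enzyme of fatty acid oxidation, with 0.79 (SE 0.14, adjusted p = 0.00362). At that exposure 20 of 25 genes of cholesterol and fatty acid synthesis lay lower, 2 past the threshold over all probes and 7 adjusted over the list alone (adjusted p = 2.14e-05, 0.593 with an estimated correlation), with Hmgcs1 and Pmvk, enzymes of the mevalonate pathway, at -1.39 (SE 0.28, adjusted p = 0.00986) and -1.16 (SE 0.17, adjusted p = 0.00123). Of the oxidative stress and NRF2 genes 22 of 23 lay lower, 1 past the threshold over all probes and 2 adjusted over the list alone (adjusted p = 4.05e-04, 0.369 with an estimated correlation), with Osgin1 at -1.56 (SE 0.23, adjusted p = 0.00123). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, rose by 1.49 (SE 0.29, adjusted p = 0.00830) at 1 h and Hsd3b7 of the same pathway changed by -1.02 (SE 0.18, adjusted p = 0.00589) at 1 of its 2 kept probes after 105 kBq, without a shift of the bile acid list in the liver (adjusted p = 0.854 at 1 h). In kidney cortex 24 of 25 genes of cholesterol and fatty acid synthesis lay lower at 7 days (adjusted p = 4.11e-14, 0.0354 with an estimated correlation), with no single gene past the threshold and Acly, which supplies acetyl-CoA, at -0.88 (SE 0.24, adjusted p = 0.758). Adipose genes lay lower in the same comparison, 8 of 8 (mean -1.19, adjusted p = 1.96e-06, 0.238 with an estimated correlation), and their median stood 0.859 above the controls on control replicate 1. Both shifts held with any 1 array left out, with means of -0.61 to -0.38 for the synthesis genes and -1.73 to -0.85 for the adipose genes. In kidney medulla 17 of 20 PPAR alpha targets were higher after 7.5 kBq (adjusted p = 3.62e-04, 0.275 with an estimated correlation), which ended without exposed replicate 2, in the lungs 14 of 17 (adjusted p = 4.49e-05, 0.345 with an estimated correlation), which ended without exposed replicate 1, as did a rise of kidney loop of Henle genes there (10 of 11, adjusted p = 0.00158, 0.286 with an estimated correlation, with Umod at 2.92), and in the spleen 13 of 19 (adjusted p = 0.0183, 0.215 with an estimated correlation), which ended without exposed replicate 2 or control replicate 3. At 1 h in the liver, calls ended for Pck1 without any 1 of the 6 arrays (1.01 to 1.38). For Ppp1r3c it ended without any 1 of the 6 arrays (-1.14 to -0.97). For Cyp7a1 it ended without exposed replicate 1, 2 or 3 or control replicate 1 or 2 (1.04 to 1.77). After 7.5 kBq they ended for Acot1 without exposed replicate 1 or 2 (2.332 to 2.85). For Cpt2 it ended without exposed replicate 1 or 2 or control replicate 1 or 3 (0.75 to 0.86). For Hmgcs1 it ended without any 1 of the 5 arrays (-1.70 to -1.08). For Pmvk and Osgin1 they ended without exposed replicate 1 or 2 (-1.67 to -1.08). The call of Hsd3b7 ended without exposed replicate 2 or control replicate 1, 2 or 3 (-1.38 to -0.67).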

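At 1 h after 1.7 kBq, the p53-inducible kinase gene Plk3 had a log2 fold change of 2.04 (SE 0.37, adjusted p = 0.0194) in kidney cortex by limma, and the co-chaperone gene Hsph1 had 1.31 (SE 0.17, adjusted p = 0.0106) in kidney medulla. Dusp1, a phosphatase of MAP kinases, had 1.84 (SE 0.34, adjusted p = 0.0623) in kidney medulla and Herpud1, which serves the removal of misfolded proteins, 1.04 (SE 0.16, adjusted p = 0.0327), and neither passed there with all arrays. Over 5 exposures and 16 response lists, 34 shifts were found in kidney cortex, 25 in kidney medulla, 39 in the liver, 30 in the lungs and 22 in the spleen. With an estimated correlation between genes 15, 0, 0, 7 and 4 of them remained (camera, adjusted p under 0.05). A difference between tissues in these numbers was not tested, and the spread differs between tissues, which moves the number of regulated transcripts.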

The strongest overall response was seen in liver, followed by kidney cortex and medulla. Stress responses were observed in all tissues with general dominance of immune responses and unspecific responses (*Other*). 

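The list of interferon response genes was shifted down in all 5 tissues at 1 h after 1.7 kBq, a call lost with an estimated correlation in each of them (adjusted p = 0.125 in the liver to 0.464 in kidney cortex). Oas2, a sensor of double-stranded RNA, had a log2 fold change of -1.06 (SE 0.26, adjusted p = 0.209) in the spleen by limma and Usp18, which restrains interferon signalling, -0.69 (SE 0.13, adjusted p = 0.0472) in the lungs. Of the measured interferon genes, 25 of 30 were lower in the lungs, 0 past the threshold over all probes and 5 adjusted over the list alone (camera, adjusted p = 3.86e-08, and 0.345 with an estimated correlation). They were lower in 27 of 31 in the spleen (adjusted p = 2.56e-06, 0.444 with an estimated correlation), 26 of 29 in kidney cortex (adjusted p = 6.07e-06, 0.464 with an estimated correlation) and 23 of 30 in kidney medulla (adjusted p = 4.00e-04, 0.286 with an estimated correlation). At the same time macrophage genes lay lower in the liver, 10 of 11 (mean -0.45, adjusted p = 2.53e-04, 0.658 with an estimated correlation), as did neutrophil genes in the liver, 12 of 13 (mean -0.68, adjusted p = 0.0129, 0.832 with an estimated correlation), and in the spleen, 13 of 16. Both liver shifts of these cell types ended without control replicate 1, and that of neutrophils also without exposed replicate 2 or 3, while the interferon shifts at 1 h held with any 1 array left out. In the liver, Iigp1, a GTPase against intracellular pathogens, changed by -1.65 (SE 0.27, adjusted p = 0.00343) after 105 kBq and -1.57 (SE 0.27, adjusted p = 0.00370) after 7.5 kBq. Acute phase genes were not shifted in the spleen or at 1 h in the liver (adjusted p = 0.125). They lay higher in kidney cortex after 7.5 kBq, 18 of 19 (adjusted p = 9.43e-08, 0.403 with an estimated correlation), which ended without exposed replicate 1, the array that carries hepatocyte transcripts, and in kidney medulla at 7 days, 18 of 19 (adjusted p = 7.20e-06, 0.753 with an estimated correlation), which ended without exposed replicate 1, the array with a liver profile. In the lungs 16 of 18 acute phase genes were higher at 1 h (adjusted p = 0.00158, 0.492 with an estimated correlation), which ended without exposed replicate 2, with Itih4, a plasma protein of the liver, at 0.96 (SE 0.27, adjusted p = 0.192). Immediate early genes lay higher at 1 h in kidney medulla, 14 of 17 (adjusted p = 0.00177, 0.268 with an estimated correlation), and in kidney cortex, 11 of 18 (adjusted p = 0.00133, 0.296 with an estimated correlation), where Ier3, an early stress gene, rose by 1.34 (SE 0.18, adjusted p = 0.00275) and the shift ended without control replicate 1. In the liver at 7 days 15 of 19 lay lower (adjusted p = 5.51e-05, 0.134 with an estimated correlation), with Fos, a transcription factor of the early response, at -0.63 (SE 0.13, adjusted p = 0.0895). Calls ended in the liver after 105 kBq for Iigp1 without exposed replicate 1 or 2 or control replicate 2 or 3 (-1.73 to -1.56). After 7.5 kBq the call ended for Iigp1 without exposed replicate 1 or 2 or control replicate 2 or 3 (-1.65 to -1.48). In kidney cortex the call ended for Ier3 without exposed replicate 1, 2 or 3 or control replicate 2 or 3 (1.24 to 1.43).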

In the category of organismic regulation, regulation incidences for behavior were not observed in both kidney tissues and lungs and neither for ontogenesis in the lungs nor for reproduction in the kidney cortex, liver, lungs, and spleen.

**Figure 5:**
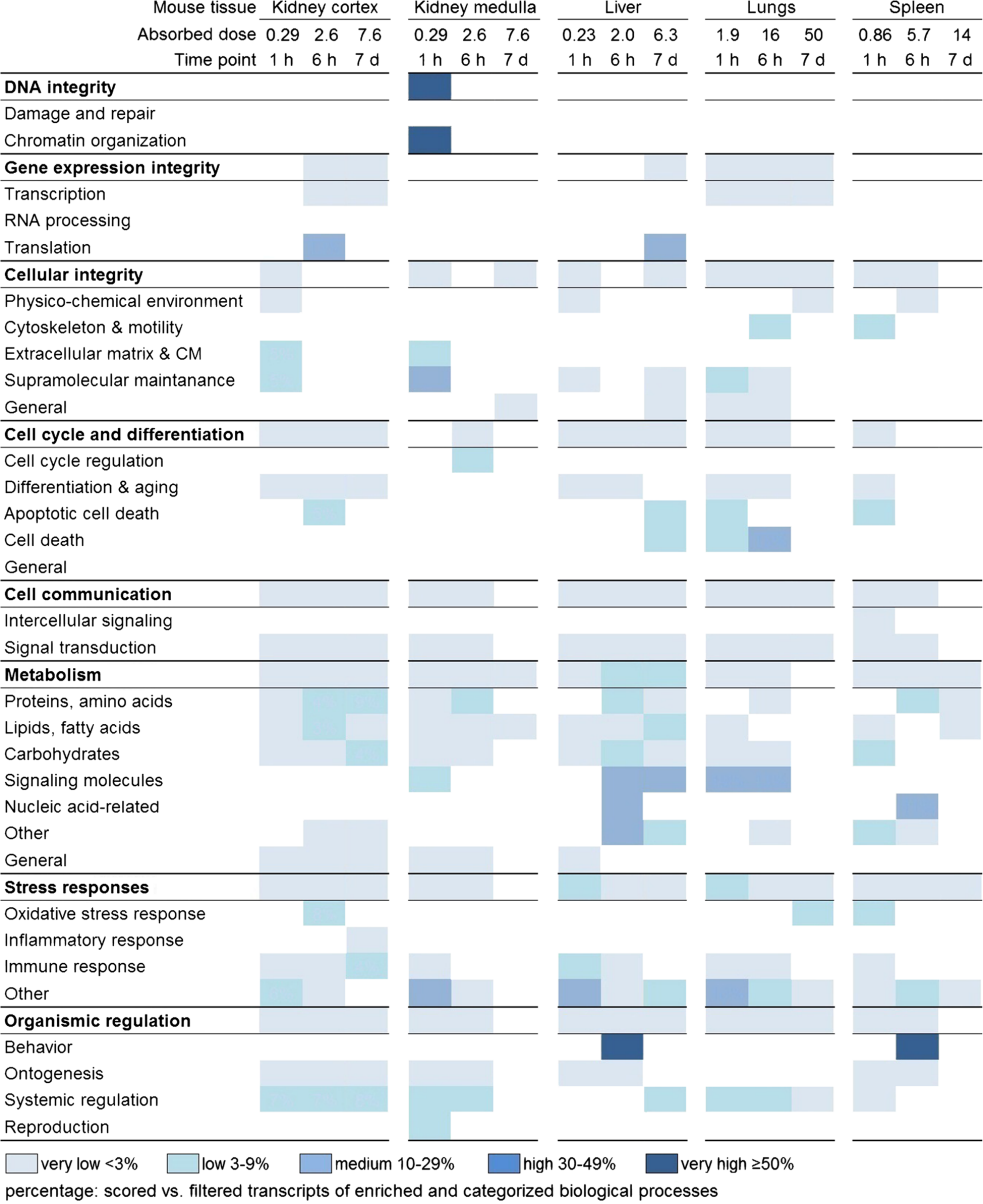
**Response profiles of enriched biological processes categorized after cellular function.** Significantly regulated transcripts were enriched for biological processes which were grouped in respective categories and subcategories of higher level cellular function. The percentage of scored vs. filtered transcripts is illustrated as very low <3%, low 3% to 9%, medium 10% to 29%, high 30% to 49%, and very high ≥50% and presented as very light blue, light blue, blue, dark blue, and very dark blue, respectively. Further information on categorized biological processes and absolute transcript numbers are presented in Additional file 1: Table S1, Additional file 2: Table S2, Additional file 3: Table S3, Additional file 4: Table S4, and Additional file 5: Table S5 for the kidney cortex and medulla, liver, lungs, and spleen, respectively. Absorbed dose received from 1.7 kBq ^211^At i.v. administration during respective time frame.

## Discussion

The synthetic radiohalogen ^211^At and the ^211^Po daughter emit two main α-particles, i.e., 5.87 and 7.45 MeV, which have an approximated range of 48 and 70 μm in liquid water, respectively [25]. Alpha particles are densely ionizing and cause non-homogeneous energy deposition within cells or tissues. The degree of homogeneity in cellular irradiation - i.e., the fraction of non-hit, single-hit, or multi-hit cells in a population - most likely influences the biological response of a given tissue. This response depends not only on the amount of administered activity and tissue-specific uptake and clearing rates but also on, e.g., organ morphology, tissue structure, and size and density of cells ([29], Josefsson A, Forssell-Aronsson E. Microdosimetric analysis of the radio halogens ^123^I, ^124^I, ^125^I, ^131^I and ^211^At, Submitted). Non-homogeneous irradiation may result in non-linear response to absorbed dose on the tissue level and/or increased intensity of, e.g., non-targeted effects [30]. Microdosimetric considerations of ^211^At exposure *in vivo* and the relevance of non-homogeneous irradiation at very low to low absorbed doses have been discussed previously in a related study [20]. Accordingly, very low to low absorbed doses in kidney, liver, lungs, and spleen tissues corresponded to non-homogeneous irradiations with large fractions of non-hit cells. With increased absorbed dose, the fraction of single-hit and multi-hit cells increases. In this context, it should be pointed out that genome-wide transcriptional responses were obtained from homogenized tissue samples. The presented data gives information on significant biological responses within tissue-specific cell populations in an *in vivo* context. Nevertheless, the non-homogeneous nature of α-particle exposure at (very) low absorbed doses from ^211^At introduces the question how much of the significant transcript response originated from the (single or multi) hit fraction(s) and to what extent the non-hit fraction contributed to the observed effects in each tissue.

The total number of significantly regulated transcripts in response to 1.7 kBq ^211^At varied with time and tissue type. Previous studies demonstrated that differential transcript expression in thyroid and non-thyroid tissues varied with ^211^At activity at 24 h after administration [19,20]. Taken together, these findings substantiate for the *in vivo* setting that ionizing radiation-induced responses strongly depend on exposure condition and time course. Recently, Heinonen and colleagues estimated differential expression time periods after stress exposure using a novel Bayesian likelihood ratio test [31]. Among others, the group measured transcript profiles of 77 differentially expressed genes in primary human endothelial cells *in vitro* after external irradiation of 2 Gy with a ^137^Cs source, demonstrating that the maximum differential expression (>1.5-fold change) occurred between 8 and 12 days after irradiation. Time-dependent change in differential expression constitutes an important factor in transcriptional analysis and, specifically, biomarker discovery. In the present study using internal radionuclide exposure, differences in differential expression between time points were influenced not only by, e.g., the biological response time of certain regulatory events but also by continuous irradiation and increased absorbed dose over respective periods. Hence, it is unfeasible to analyze time between exposure and effect as an individual factor in this setting. An external irradiation setup would be required to allow for both singular and continuous radiation exposure in order to differentiate between biological response time and (extent of) induced regulation.

In the dose-rate study, injected activities of 105 and 7.5 kBq were chosen so that the thyroid gland would receive a mean absorbed dose of 1.4 Gy over 1 and 6 h, respectively. Since the thyroid is a regulatory organ that is presumed to have a potential impact on non-thyroid tissue responses [20], we chose this setup to keep absorbed dose in thyroid tissue constant over both time periods. This would constrict the variable of absorbed dose dependence in the systemic setting of a regulatory organ impacting target organs. Concerning non-thyroid tissues, tissue-specific variations in ^211^At uptake and clearing rates did not give exact matching of mean absorbed dose within this setup, but respective mean absorbed doses lay at similar low levels. Nevertheless, transcript regulation showed sensitivity to differential dose rate exposure in this setup for all tissues. These regulatory responses also showed pronounced differences compared with thyroid tissue, which is subject of an ongoing study.

An inverse dose rate effect on total transcript regulation was observed in the kidney cortex, liver, and lungs. The inverse dose rate phenomenon has been demonstrated for different exposure conditions and biological end points, for instance for mutation induction in human lymphoblasts in response to ^137^Cs γ-rays [32], deletions size in the *HPRT* locus in human lymphoblastoid cells following 200 keV X-ray exposure [33], micronuclei induction in Lewis lung carcinoma cells exposed to ^60^Co γ-rays [34], and cytokine gene expression in human glioblastoma cell lines irradiated with ^137^Cs γ-rays [35]. A cell cycle-dependent phase of sensitivity has been proposed to explain the inverse dose rate effect, meaning that increased irradiation time at decreased dose rate increases the probability of a cell to enter a sensitive phase during cell-cycle progression [36,37]. A saturable intermediate state has been hypothesized as well, which postulates that an increase in probability for damage induction would not increase proportionally with increased number of hits to a cell [37,38]. Brenner and colleagues concluded in their modeling approach using the linear-quadratic + resensitization formalism that ‘all potential explanations of inverse dose rate effects predict that, at appropriately low doses, no dose rate effects of any kind are expected’ [38]. This statement provokes the question on the nature of the inverse dose rate effects observed for differential transcript expression at the (very) low absorbed doses from α-radiation observed in this study. Assuming relatively homogeneous tissue morphology and radionuclide distribution, one out of one thousand cells is estimated to be hit in the mGy range with very low probability for more than one hit per cell. Since the largest amount of cells contributing to expression data are within the non-hit fraction under these exposure conditions, complex non-targeted effects may contribute to non-linearity of responses. Furthermore, the relatively high LET value and biological effectiveness of ^211^At-emitted α-particles may increase the inverse dose rate effectiveness factor compared with γ-rays and X-rays. It is unclear at this point whether the transcripts that exhibited an inverse dose rate effect are regulated as an immediate response to particle hits or if their regulation is determined by regulatory networks in dependence of additional factors. The finding that dose rate effects differed between tissues implies an additional degree of complexity for radiation responses to (very) low absorbed doses or dose rates *in vivo*. Biological response on the organismic level needs to be understood in a dynamic context where some tissues would respond more intensively at a given time point or to a certain dose rate, while other tissues would show a less pronounced response; yet this relation might change or invert over time and with regard to dose rate.

A biomarker for ionizing radiation exposure should be indicative of a certain radiation-induced effect, such as molecular damage to the DNA or impaired cellular function. An ideal biomarker should be easily quantifiable and constitute a molecule (or a group of molecules) that changes in concentration or is modified upon exposure. The response should change monotonously with absorbed dose and occur early upon irradiation and remain detectable after a long time period. Sensitivity over a wide absorbed dose range is desirable but not mandatory, since a panel of biomarkers could be assorted covering a wider range. A biomarker should be sensitive to low dose rate and, ideally, indicate low, medium, or high dose rate exposure with, e.g., changes in time-of-onset and intensity of response. Transcriptional regulation responds to a stressor in a sensitive manner and continuous dysregulation of transcript expression can be expected to manifest itself earlier than detrimental changes on the protein level. This is an advantage of transcriptional biomarkers compared to protein biomarkers or general markers of tissue function. In a low dose exposure setting, an acute radiation response and related tissue damage are not expected, as opposed to an increased risk for cancerogenesis or latent damage. Correlation between early effects upon exposure and long-term health effects requires substantial knowledge of overall transcriptomic responses and individual gene regulation patterns. This approach can be used to establish risk estimation based on absorbed dose or, in critical cases, justify tissue biopsies of risk organs.

In this study, we investigated the up- or downregulation of transcript expression for the discovery of individual molecular biomarkers. BALB/c nude mice were chosen for these experiments since *in vivo* models for radionuclide therapy require immunodeficient mice to establish human tumor xenografts. The presented results should be applicable in that analytical context when studying normal tissue effects of radiolabeled agents in tumor-bearing mice. In this context, it should be noted that reduced expression of the DNA-dependent protein kinase catalytic subunit (DNA-PKcs) and single nucleotide polymorphisms (SNPs) in *Prkdc* have been reported for several BALB/c strains which affected DNA repair proficiency upon ionizing radiation exposure [39-43]. To the best of our knowledge, the specific strain used in this study has not been categorized regarding DNA repair deficiency, but it is assumed that the genetic background exhibits similarly increased radiation sensitivity. Accordingly, the observed responses can be related to radiation sensitive individuals in a clinical setting.

For the kidney cortex, liver, lungs, and spleen, several genes were identified that followed a potentially indicative pattern across all exposures, i.e., a consistent regulatory change between lower and higher injected activity at 1 and 6 h with either a direct or inverse dose rate effect - while showing a consistent trend relative to 1.7 kBq over time. Several of these genes were shared between tissues: angiopoietin-like protein 4 (*Angptl4*) was regulated in both the kidney cortex and liver and was nearly regulated in all tissues and at all mean absorbed doses (0.064 to 42 kBq ^211^At) after 24 h in the previous study [20]. 

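In the liver 6 h after 7.5 kBq, Angptl4, whose product inhibits lipoprotein lipase, reached a log2 signal of 11.47 ± 0.11 (SD, n = 2) against 9.43 ± 0.13 (n = 3) in control mice, a log2 fold change of 2.04 (SE 0.22, adjusted p = 1.47e-04) by limma. It rose by 1.65 (SE 0.20, adjusted p = 2.31e-04) at 1 h and 1.64 (SE 0.20, adjusted p = 4.02e-04) at 6 h after 1.7 kBq and by 1.71 (SE 0.22, adjusted p = 5.45e-04) after 105 kBq, and had 1.27 (SE 0.20, adjusted p = 0.0152) at 7 days. In kidney cortex Angptl4 had 1.85 (SE 0.53, adjusted p = 0.131) after 105 kBq and 2.41 (SE 0.53, adjusted p = 0.0792) after 7.5 kBq, in the lungs 1.29 (SE 0.19, adjusted p = 0.0140) at 1 h and 1.63 (SE 0.22, adjusted p = 0.0101) after 7.5 kBq, and in the spleen -0.0061 (SE 0.31, adjusted p = 0.999) at 1 h, and it passed in none of them. The difference between tissues, tested directly, had an adjusted p = 0.00638 after 7.5 kBq, 0.0106 after 105 kBq, 0.0654 at 1 h and 0.0851 and 0.0851 at 6 h and 7 days after 1.7 kBq, over 40 such tests. Tissues of 1 mouse enter these tests as if independent. Angptl4 is a target of both PPAR alpha and the glucocorticoid receptor, which these arrays do not separate. Its calls in the liver held without any 1 array.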

The *Angptl4* gene product is thought to modulate vascular activity and tumor cell motility and invasiveness, which implies its significance for tumor progression and metastasis [44-46]. The prognostic value of *Angptl4* deregulation in ionizing radiation-induced cancerogenesis is promising, but accumulating evidence suggests that the function of *Angptl4* highly depends on, e.g., proteolytic processing and posttranslational modifications and thus can have opposite effects on vascular permeability in different cancers [47,48]. The versatile functions of *Angptl4* impede further speculation on long-term effects after ^211^At exposure, or ionizing radiation in general, at this point. Long-term studies are needed in order to evaluate whether or not the observed response is indicative of radiation-induced tumorigenesis or carcinogenesis at these early time points or if transcriptional regulation of *Angptl4* responds in a different context.

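Per1 and Per2, repressors of the circadian clock that glucocorticoids also induce, had log2 fold changes of 2.04 to 2.54 and 1.67 to 2.26 over the 4 exposures within 6 h in the liver, of 1.47 to 2.09 and 1.73 to 1.99 in kidney cortex and of 1.46 to 2.00 and 1.39 to 1.93 in the lungs, at the stronger probe of Per1 and at the 2 probes of Per2 that responded. At 7 days Per1 had 1.13 (SE 0.22, adjusted p = 0.326) in kidney cortex, and Per2 had 0.70 (SE 0.19, adjusted p = 0.253) in the liver, 0.75 (SE 0.14, adjusted p = 0.326) in kidney cortex and 0.77 (SE 0.22, adjusted p = 0.9999) in the lungs at 1 of these probes, and 0.55, 0.84 and 0.88 at the other. In the lungs 1 h after 1.7 kBq, Per2 had 1.39 (SE 0.22, adjusted p = 0.0175) and 1.601 (SE 0.24, adjusted p = 0.0140) and did not pass. In the spleen Per1 had 1.41 (SE 0.25, adjusted p = 0.0506) and Per2 0.36 (SE 0.12, adjusted p = 0.394) and 0.16 (SE 0.19, adjusted p = 0.876) at 1 h. The difference between tissues, tested directly, had an adjusted p = 5.28e-05 at 1 h, 4.07e-06 at 6 h and 0.177 at 7 days for the first of these probes of Per2 and 2.55e-05, 4.07e-06 and 0.00638 for the other, and for Per1 0.201, 0.0851 and 0.0792. Tissues of 1 mouse enter that test as if independent, and at 7 days it includes the kidney medulla array with a liver profile. Per1 passed the threshold at 5 exposures in the liver, 2 in kidney cortex and 0 in the lungs, and Per2 at 4, 4 and 0 at either probe. The remaining kept probe of Per2 did not pass in liver or kidney cortex, nor did that of Per1 in the liver at 7 days and in kidney cortex after 105 kBq. Calls ended in kidney cortex after 105 kBq for Per1 without exposed replicate 1 or 2 or control replicate 1 or 3 (1.61 to 2.06). For injections at the same time of day, the mice killed at 7 days match the control mice, killed at 24 h, in the time of day, and those killed at 1 h and 6 h do not.

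**Figure D4:**
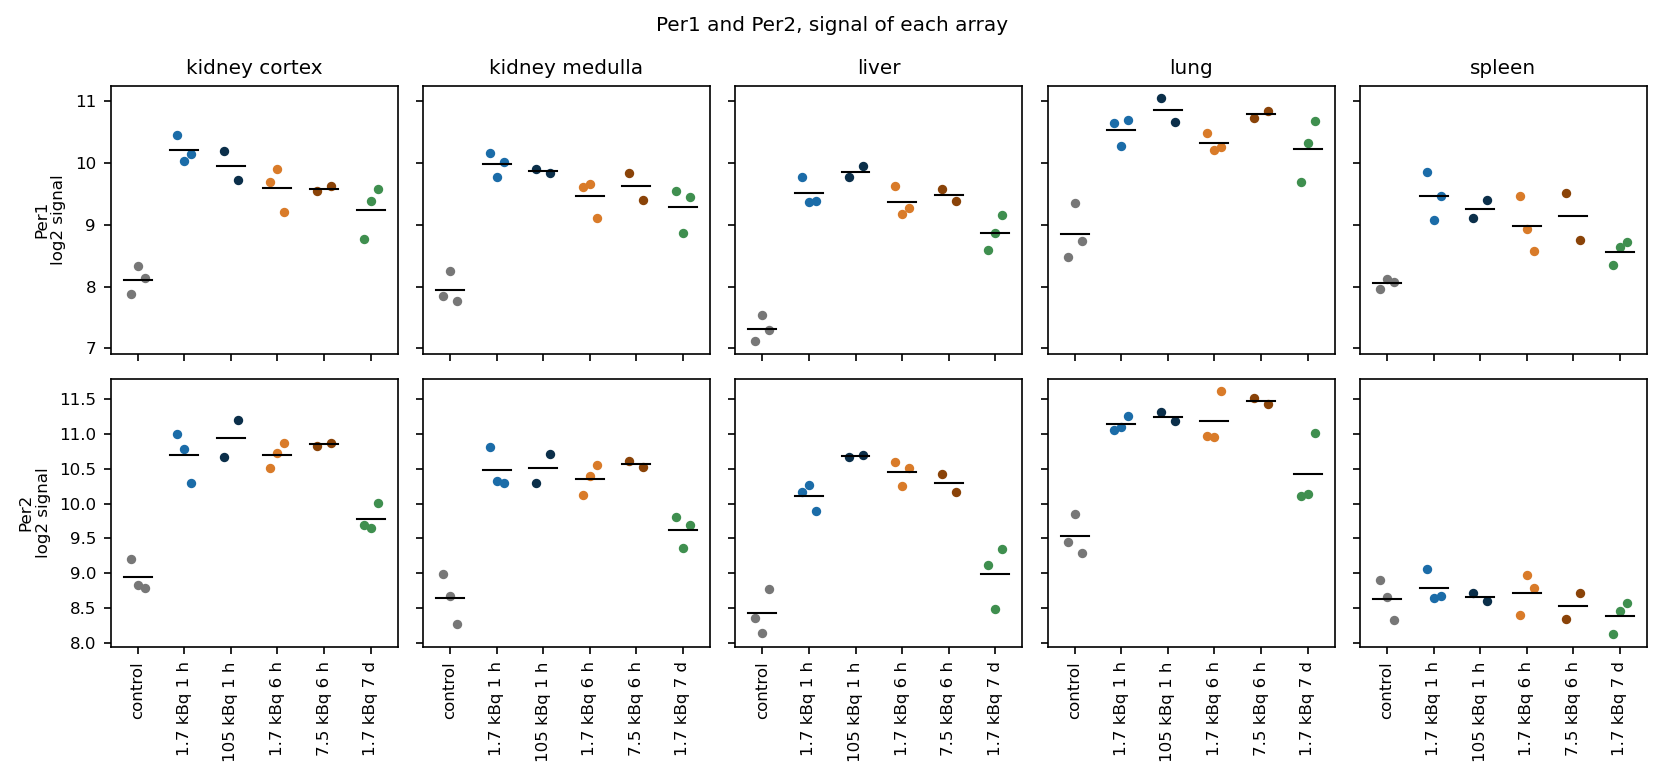
Log2 signal (vertical axis) of Per1 and Per2 in each tissue by exposure (horizontal axis), with 1 point per array and a bar at the group mean, 3 arrays per group and 2 at 105 and 7.5 kBq. Per1 stands at 9.51 ± 0.23 (SD, n = 3) 1 h after 1.7 kBq and 7.32 ± 0.22 (n = 3) in the control group in the liver, and at 9.47 ± 0.39 (SD, n = 3) and 8.05 ± 0.089 (n = 3) in the spleen.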

Either *Per1* or *Per2* (periodic clock genes 1 and 2) were commonly regulated in the kidney cortex, liver, and lungs at all exposure conditions. In our previous study on non-thyroid tissues, *Per1* also showed significant upregulation in these tissues after 24 h in an absorbed dose range from several mGy to around 1 Gy, i.e., specifically after administration of 0.64, 14, and 42 kBq ^211^At (data not shown in Langen et al. [20]; please refer to GEO:GSE40806). In thyroid, *Per1* was also consistently upregulated after 24 h at these injected activities, i.e., 0.5, 11, and 32 Gy, respectively (see supplemental material of Rudqvist et al. [19]). *Per2*, on the other hand, was significantly regulated only in liver and thyroid after 24 h in the low injected activity range. In both tissues, *Per2* was consistently downregulated with a similarly low differential expression ranging between −1.7 and −2.2-fold change. Taken together, we demonstrated that *Per1* and *Per2* responded differently in different tissues and across a wide-absorbed dose regimen from mGy to over 32 Gy. *Per* genes encode for negative regulators in the circadian feedback loop, thus regulating metabolism as well as various other cellular processes and circadian-dependent gene expression [49]. Disturbance of the circadian clock has been linked to cancer; specifically, deregulation of *Per1* and *Per2* have been connected to gastric cancer and suggested as prognostic markers [49-51]. Moreover, long-term effects in tumor suppression by Per proteins have been demonstrated in context with ionizing radiation exposure [52]. At a sub-lethal dose of 4 Gy γ-radiation, *mPer2* mutant mice showed graying of the coat after approximately 2 months and/or developed lymphoma after 5 months at a significantly increased rate compared with wild-type mice [52]. Consequently, disruption of *Per* gene expression can be expected to dampen - if not abolish - impede this protective feature and result in increased cancer risk. Whether responses in *Per1* and *Per2* are indicative of radiation-induced malignancies or if their regulation is mainly affected by metabolism and circadian rhythm needs to be addressed in further studies allowing for strict separation of these factors.

*Tsc22d3* (TSC22 domain family, member 3) was upregulated in the liver, lungs, and spleen at all treatment conditions. This finding was in agreement with a study by Koike and colleagues demonstrating upregulation of *TSC22* in normal human epidermal keratinocytes after 4 and 8 h following exposure to 10 Gy X-ray radiation [53]. 

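In the liver, Tsc22d3, whose product carries the anti-inflammatory action of glucocorticoids, rose by 1.71 (SE 0.29, adjusted p = 0.00285) at 1 h after 1.7 kBq and by 1.83 (SE 0.32, adjusted p = 0.00566) after 105 kBq by limma. It had 1.24 (SE 0.29, adjusted p = 0.0377) at 6 h, 1.39 (SE 0.32, adjusted p = 0.0238) after 7.5 kBq and 0.74 (SE 0.29, adjusted p = 0.459) at 7 days, where it did not pass. At its other probe the liver had 1.04 (SE 0.23, adjusted p = 0.0174) at 1 h. In kidney cortex Tsc22d3 had 1.53 (SE 0.24, adjusted p = 0.0198) at 6 h and 0.38 (SE 0.24, adjusted p = 0.923) at 7 days after 1.7 kBq. The difference between tissues, tested directly, had an adjusted p = 0.777 at 1 h, 0.777 at 6 h and 0.266 at 7 days. The heat shock gene Hsph1, a co-chaperone of Hsp70, had 1.32 (SE 0.28, adjusted p = 0.0248) at 6 h and -0.20 (SE 0.28, adjusted p = 0.889) at 7 days in the liver, and 0.025 (SE 0.17, adjusted p = 0.984) at 6 h in the spleen. Calls of Tsc22d3 in the liver ended without exposed replicate 1 or 3 or control replicate 1 or 2 (1.61 to 1.86) at 1 h. The call after 105 kBq ended without exposed replicate 1 or 2 or control replicate 1 or 2 (1.70 to 1.97).

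**Figure D5:**
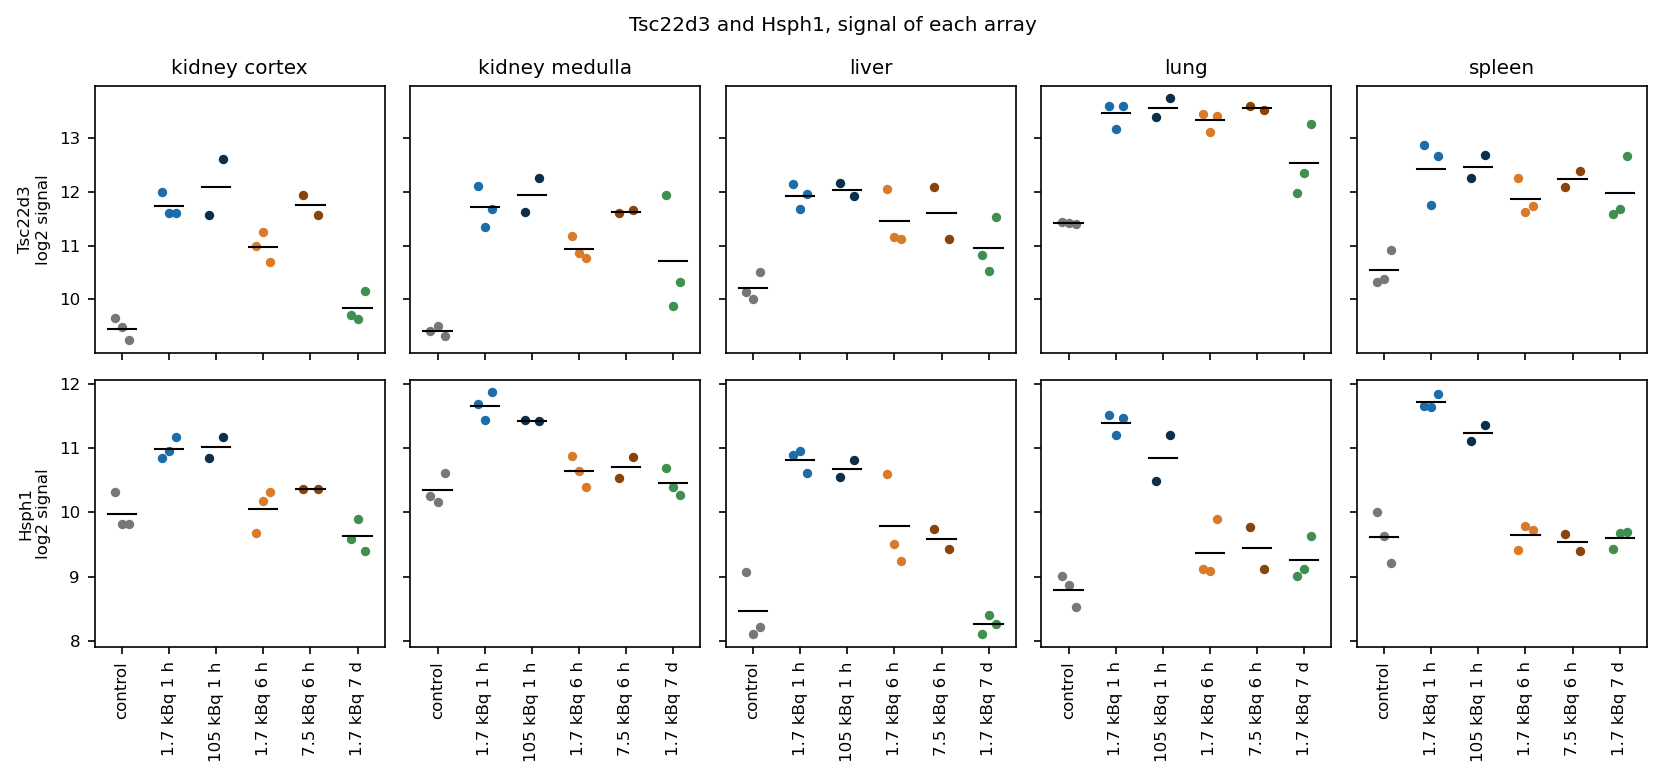
Log2 signal (vertical axis) of Tsc22d3 and Hsph1 in each tissue by exposure (horizontal axis), with 1 point per array and a bar at the group mean, 3 arrays per group and 2 at 105 and 7.5 kBq. In the lungs 1 h after 1.7 kBq, Tsc22d3 stands at 13.47 ± 0.24 (SD, n = 3) against 11.42 ± 0.019 (n = 3) in the control group and Hsph1 at 11.39 ± 0.17 (SD, n = 3) against 8.80 ± 0.25 (n = 3).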

In our previous study, *Tsc22d3* did not exhibit significant regulation after 24 h in liver or kidney tissues, and only few regulation incidences in lungs and spleen (data not shown in Langen et al. [20]; please refer to GEO:GSE40806). *Tsc22d3* was also not significantly regulated after 24 h in thyroid across an absorbed dose range from 0.05 to 32 Gy (see supplemental material of Rudqvist et al. [19]). In comparison with the aforementioned *Per* transcripts, *Tsc22d3* appeared to respond in a more restrictive fashion. The expressed protein shares sequence similarities with leucine zipper proteins, implying a function as a transcription factor [54]. Regulation of *Tsc22d3* appears to have a key function in anti-inflammatory and immunosuppressive effects of glucocorticoids and interleukin-10 [55]. Furthermore, interactions between *Tsc22D3* and transcription factors nuclear factor NF-kappa-B p105 subunit (NFKB1) and nuclear factor NF-kappa-B p100 subunit (NFKB2) have been demonstrated [55]. The knowledge base, however, is still scarce regarding long-term effects of *Tsc22d3* deregulation, and prognosis of late effects from ^211^At-induced upregulation cannot be made at this point. In a broader sense, even robust molecular biomarkers would underlie regulation networks, which would render extrapolation of effects over time difficult. Hence, observed responses in individual genes should be considered in the broader context of regulatory networks within a cell and in the larger context of tissues and organs within the body.

Cellular function (the quality of transcriptional effects) was characterized according to enriched transcript-associated biological processes. The response patterns differed between tissues at similar absorbed dose level - specifically comparing kidney cortex, kidney medulla, and liver - which was in agreement with a study demonstrating that ionizing radiation-induced effects are not preprogrammed genetic responses but rather depend on tissue origin [56]. The major lesion type of ionizing radiation is considered to be the induction of DSB in the DNA molecule. The LET value of ^211^At-emitted α-particles is nearly 100 keV/μm with a high effectiveness of producing DSB [2,3], which should be considered in the analysis and interpretation of induced effects. 

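Plk3, a stress kinase that p53 induces, rose in the liver by 1.93 (SE 0.24, adjusted p = 3.31e-04) at 1 h after 1.7 kBq and 1.59 (SE 0.27, adjusted p = 0.00428) after 105 kBq by limma, the only p53 target of its list to pass in any tissue with all arrays. Without the array labelled kidney medulla 7 days replicate 1, Plk3 also rose in kidney medulla, by 1.53 (SE 0.18, adjusted p = 0.00128) at 1 h. Cdkn1a, which halts the cell cycle on the action of p53, had 1.10 (SE 0.24, adjusted p = 0.0811) in the lungs at 1 h, Trp53inp1, a cofactor of p53, 1.06 (SE 0.27, adjusted p = 0.151), and the damaged DNA binding gene Ddb2 0.38 (SE 0.10, adjusted p = 0.212) in the spleen. Bbc3, which starts apoptosis, had -0.62 (SE 0.15, adjusted p = 0.0496) at 6 h in the liver, and Gadd45a, a growth arrest gene, -0.78 (SE 0.18, adjusted p = 0.0214) after 7.5 kBq. As a group, 10 of 28 measured p53 targets were higher in the liver at 1 h (camera, adjusted p = 0.269), 15 of 29 in kidney cortex (0.965), 14 of 29 in kidney medulla (0.951), 18 of 28 in the lungs (0.309) and 15 of 29 in the spleen (0.635). The mean of the list in kidney cortex was above 0 (0.062) where the test pointed down, and in kidney medulla its median and mean differed in sign (-0.014 and 0.048). No tissue showed a shift at any other exposure, the smallest adjusted p being 0.170 in the lungs after 105 kBq. Phosphorylation and other changes of protein that signal damage leave no trace in these values. The calls of Plk3 in the liver ended without exposed replicate 2 or control replicate 2 or 3 (1.19 to 1.99) after 105 kBq.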

In the present study, DNA damage and repair pathways did not show transcriptional response in enriched biological processes. A fold change value of at least 1.5 was chosen to exclude a large proportion of weakly responding genes and identify more pronounced changes in regulation, and accordingly, more suitable candidate genes (transcripts). In another research context, a somewhat lower fold change threshold might be used which would show more weakly responding genes (transcripts). Another factor that may lead to false-negative observation is data convolution from mixed cell populations, i.e., significant responses in a certain cell type may be dampened due to low cell type frequency. Nevertheless, when the DNA damage burden does not exceed the level of DNA damage recognition, transcriptional regulation of respective proteins is not expected. Accordingly, responses in DNA damage and repair processes may not be sensitive biomarkers in the low-dose regimen. However, chromatin organization was strongly affected after 1 h in kidney medulla and also showed response to at least one absorbed dose level after 24 h in all of the investigated tissues in the previous study [20]. Based on studies by Bakkenist and Kastan, chromatin organization was speculated to be a potential biomarker for ionizing radiation exposure [57]. The work indicated that activation of the ataxia-telangiectasia mutated (ATM) protein - a crucial player in DNA damage recognition - potentially results from structural changes of chromatin organization and may not strictly depend on direct protein-DNA binding [57]. In fact, responses in chromatin organization were detected in each of the investigated tissues after 24 h at certain (very) low absorbed doses from ^211^At as previously reported [20]. These findings suggest monitoring of biological processes for chromatin organization, i.e., respective key genes involved in process regulation, as potential *in vivo* biomarkers for (very) low absorbed doses of ionizing radiation. In this regard, chromatin organization may exhibit increased biomarker sensitivity for α-emitters compared to β-emitters due to the higher probability for producing DSB lesions per decay event.

## Conclusions

In conclusion, the quality and quantity of transcriptional responses to i.v. administration of 1.7, 7.5, or 105 kBq ^211^At in BALB/c nude mice were tissue-specific. Total transcript regulation after 1 h, 6 h, or 7 days showed dose rate dependency even in the (very) low absorbed dose range. Furthermore, the extent as well as relative increase or decrease in number of significantly regulated transcripts varied between time points and tissues. Categorization of enriched biological processes revealed diverse and tissue-specific regulation of cellular function after ^211^At administrations. *Angptl4*, *Per1* and *Per2*, and *Tsc22d3* showed the highest potential for being biomarkers of low-dose α-particle exposure. Identifying detrimental dysregulation of gene expression early after treatment is an essential part for counteracting toxic side effects in clinical practice. A deterioration of tissue function was not expected at the investigated time points after (very) low-dose exposure. In long-term studies, health effects such as decreased function or increased rate of cancerogenesis in respective tissues could be measured in parallel to genome-wide transcriptional analysis and correlated to the early transcriptional effects reported here.

Significant regulation of these transcripts, however, was not detected in every tissue, which may further indicate that tissue specificity is a relevant factor not only for ionizing radiation-induced cellular responses but also for robust biomarkers. Exposure of normal tissues to low-dose ionizing radiation is a critical parameter in radiation therapy. The relationship between early cellular responses and late organic outcomes is a relevant aspect for risk limitation and optimization of treatment planning. Further research on genome-wide transcript regulation *in vivo* is indispensable to build the knowledge base on normal tissue responses to ionizing radiation exposure.

## Additional files

Additional file 1: Table S1. Categorized biological processes in kidney cortex tissue. Additional file 2: Table S2. Categorized biological processes in kidney medulla tissue. Additional file 3: Table S3. Categorized biological processes in liver tissue. Additional file 4: Table S4. Categorized biological processes in lung tissue. Additional file 5: Table S5. Categorized biological processes in spleen tissue.

# Supplementary material for: Transcriptional response in normal mouse tissues after i.v. 211At administration - response related to absorbed dose, dose rate, and time
**Source:** EJNMMI Res. 2015 Jan 28;5:1. doi: 10.1186/s13550-014-0078-7
**Supplement:** Additional file 1: Table S1. — Categorized biological processes in kidney cortex tissue.

**TABLE S1. Categorized biological processes in kidney cortex tissue**

# Supplementary material for: Transcriptional response in normal mouse tissues after i.v. 211At administration - response related to absorbed dose, dose rate, and time
**Source:** EJNMMI Res. 2015 Jan 28;5:1. doi: 10.1186/s13550-014-0078-7
**Supplement:** Additional file 2: Table S2. — Categorized biological processes in kidney medulla tissue.

**TABLE S2. Categorized biological processes in kidney medulla tissue**

# Supplementary material for: Transcriptional response in normal mouse tissues after i.v. 211At administration - response related to absorbed dose, dose rate, and time
**Source:** EJNMMI Res. 2015 Jan 28;5:1. doi: 10.1186/s13550-014-0078-7
**Supplement:** Additional file 3: Table S3. — Categorized biological processes in liver tissue.

**TABLE S3. Categorized biological processes in liver tissue**

# Supplementary material for: Transcriptional response in normal mouse tissues after i.v. 211At administration - response related to absorbed dose, dose rate, and time
**Source:** EJNMMI Res. 2015 Jan 28;5:1. doi: 10.1186/s13550-014-0078-7
**Supplement:** Additional file 4: Table S4. — Categorized biological processes in lung tissue.

**TABLE S4. Categorized biological processes in lung tissue**

# Supplementary material for: Transcriptional response in normal mouse tissues after i.v. 211At administration - response related to absorbed dose, dose rate, and time
**Source:** EJNMMI Res. 2015 Jan 28;5:1. doi: 10.1186/s13550-014-0078-7
**Supplement:** Additional file 5: Table S5. — Categorized biological processes in spleen tissue.

**TABLE S5. Categorized biological processes in spleen tissue**

How the deposited data were processed for this re-analysis (not part of the article)

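Expression was measured in 5 tissues of female BALB/c nude mice: kidney cortex, kidney medulla, liver, lungs and spleen. Each tissue has 6 groups: control, 1.7 kBq at 1 h, 6 h and 7 days (n = 3 mice each), 105 kBq at 1 h and 7.5 kBq at 6 h (n = 2 each). That gives 16 arrays per tissue and 80 arrays in all, on Illumina MouseRef-8 BeadChips with 25697 probes. The control mice were killed at 24 h. The methods name phosphate-buffered saline as the injection of the control mice, where the figure of the design names physiological saline. The methods state technical triplicates, and the table used here holds 1 column per mouse and tissue. The labels do not say which samples come from the same mouse.

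Per the methods of the paper, images, signals, preprocessing and quantile normalization were made with Illumina software and BASE, and later steps with Nexus Expression 2.0. Versions of the Illumina software and of BASE are not given in the sources used here. The deposited intensities were checked on their values: all 80 columns share nearly the same sorted values, with a largest difference of 1.05, on a linear scale, with background not subtracted to 0 and probes not centred. A table of signals and detection p-values before normalization was not used here, because the names of its 80 signal columns and 80 detection columns are not paired with samples by any label or list in the paper. For this reason a filter on detection p-values and a background correction of raw signals, both foreseen in the design of this re-analysis, were not applied. The methods of the paper name no probe filter.

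Log2 of the deposited intensities was analysed in R 4.3.3 with limma 3.58.1 (lmFit, contrasts, eBayes), with 1 fit per tissue and 6 group means. This is the branch of the design for a table that is already normalised. P-values were adjusted by Benjamini and Hochberg within each comparison over the kept probes. A transcript is called regulated at an adjusted p under 0.01 and a change of at least 1.5-fold, which are the paper's thresholds. In place of detection p-values, a cutoff was set from the values: the mode of the signal, 106.4, plus 2.33 times the SD of the values under the mode, 4.888, which gives 117.8. Of all values, 52.6% lie above this cutoff. A probe was kept when at least 2 of the 16 arrays of a tissue lay above it, which kept 16183 probes in kidney cortex, 16457 in kidney medulla, 17734 in the liver, 15750 in the lungs and 16252 in the spleen. Gene symbols came from the reference table by gene number: 23978 probes have a symbol and 1719 have none, and a probe without a symbol is counted but not named. Older symbols of the paper were brought up to date (Ccrn4l is Noct, Mfsd2 is Mfsd2a, 8430408G22Rik is Depp1). Of the 37 genes that the paper names in its figures, 3 have no probe of that name and are not covered.

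Comparisons with limma were each exposed group against control (25), 105 against 1.7 kBq at 1 h and 7.5 against 1.7 kBq at 6 h, 105 kBq at 1 h against 7.5 kBq at 6 h, and 1 h and 6 h against 7 days at 1.7 kBq. For Angptl4, Per1, Per2 and Tsc22d3, the difference of the effect between tissues was tested by an F test of limma on all 80 arrays, with 40 such tests adjusted together. Tissues of 1 mouse are not independent in that test. Genes were named by a fixed rule. It takes every gene that the paper names in its results, the transcripts with the largest rise and fall per tissue and exposure (5 each at 1 h, 3 at 6 h and 7 days, 2 at the higher activities) with groups that do not overlap, 2 to 4 members of each list described, and the 2 largest in each direction of a direct comparison. Outside this rule, Mad2l2 and Pim3 were named after their values were seen.

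Lists of genes were tested with camera of limma with a preset correlation between genes of 0.01, using the probe with the highest mean signal for each gene, and adjusted within a tissue over lists and exposures. The 16 response lists are circadian clock, glucocorticoid response, immediate early genes, p53 targets, DNA double-strand break repair and damage signalling, chromatin organization, cytosolic heat shock and protein folding, endoplasmic reticulum stress, interferon response, acute phase, PPAR alpha and fatty acid oxidation, cholesterol and fatty acid synthesis, bile acid metabolism, gluconeogenesis and glycogen, oxidative stress and NRF2, and cell cycle and proliferation. The 15 lists of cell types and tissues are exocrine pancreas, adipose tissue, heart muscle, skeletal muscle, hepatocytes, adrenal gland, thyroid, airway and alveolar epithelium, kidney proximal tubule, kidney loop of Henle and collecting duct, B cells and plasma cells, T and NK cells, macrophages, neutrophils and myeloid precursors, and red cells and erythroid precursors. Several genes stand in more than 1 list, such as Per1, Sgk1 and Angptl4. An array was taken to carry the transcripts of another tissue when the median of that tissue's genes lay at least 4-fold above the median array of its tissue and above its controls.

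The comparisons, thresholds, lists, rule for named genes and part of the alternatives were fixed before the data were examined. The alternatives fixed then were no filter on dim probes, the replicate number as a block, only the 2 compared groups in the fit, an adjusted p under 0.05, no fold limit, each array left out in turn, and for the lists an estimated correlation and the mean over probes. Added after the values were seen were a normexp background correction of the deposited values with an offset of 50, array weights, and leaving out arrays that carry another tissue's markers.

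The fits were tested on simulated data. Changes of 1 on the log2 scale added to 100 probes were recovered at 94% in the liver, 86% in kidney cortex, 84% in the lungs, 73% in the spleen and 71% in kidney medulla with 3 exposed arrays, and at 64% to 88% with 2. Changes of 2 were recovered at 92% or more. Unchanged groups gave 0 calls in all 25 comparisons. The simulated noise was normal and independent between probes and arrays, with the residual spread of each probe, and both sizes of change stood in the same data. Deviations that probes of an array share have no part in it, so these rates need not hold for the real arrays. A list shifted on purpose was recovered in each tissue. Of 100 probes shifted by 2 on the log2 scale in a single tissue, the test between tissues recovered 100. Of 100 shifted alike in all tissues, it called 2 wrongly. The simulated tissues were independent and the adjustment ran over these probes alone, so the recovery need not hold for smaller differences or for tissues of 1 mouse.

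Not analysed here are the categories of biological processes that the paper assigns with its own thresholds and annotation, protein levels and dosimetry. Figures were drawn in python 3.11.15 with matplotlib 3.10.9.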

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

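The tests on the 2 arrays weighed first, labelled kidney medulla 7 days replicate 1 and spleen 7 days replicate 1, and on the few calls in kidney medulla were chosen only after the result was seen. They were taken up because signals of a tissue outside the label, which the paper does not report on, stood above the control arrays.

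On the array labelled kidney medulla 7 days replicate 1, hepatocyte genes lay 6.73 above the control arrays on the log2 scale (median of 12 genes 14.19, against 6.78 to 7.46 on the other 15 kidney medulla arrays), with Apoa2 at 14.44, Ahsg at 14.42 and Alb at 12.50; control medulla expresses 6 of these 12 genes, and another list holds 1. The tables argue against some liver tissue in a kidney medulla sample, since kidney genes lay at -2.68 relative to the lowest other medulla array. They argue against a swap with a liver array of the series, since kidney genes on the highest liver array lay 0.0330 above the median liver array. Liver RNA under a kidney medulla label is a candidate explanation, with kidney genes 0.0230 above the highest liver array. A response to the exposure at 7 days was not found in the other replicates of that group, whose hepatocyte genes stood at 7.03 and 6.90, and the origin of the RNA stays open.

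Few transcripts were called in kidney medulla, 4 in the comparisons of 1 h and 6 h after 1.7 kBq, of 105 kBq and of 7.5 kBq with control by limma, all at 1 h. Without the array with the liver profile the same comparisons called 145, namely 70, 13, 44 and 18. The spread that this array adds to the fit is therefore a candidate explanation of the low counts. A weaker response of kidney medulla than of other tissues is the biological alternative, which was not tested between tissues over all transcripts. At 7 days limma called 0 with the array and 0 without it (1566 probes at an unadjusted p under 0.05 with it).

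On the array labelled spleen 7 days replicate 1, genes of the exocrine pancreas lay 5.78 above the control arrays (median of 28 genes 12.73), with Amy2a5 at 14.11, Try10 at 13.68 and Cela2a at 13.66; control spleen expresses 4 of these 28 genes, and no other list holds any. The other replicates of that group lay 0.0189 and 0.0132 above the controls, so that exposure at 7 days, the biological alternative, did not raise these genes in the group as a whole. B cell genes lay at -0.044 and T and NK cell genes at -0.017 relative to the controls on the same array. Pancreatic tissue in this spleen sample is a candidate explanation by the excess of 5.78, and how it came there stays open.

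On the array labelled kidney cortex 7.5 kBq 6 h replicate 1, hepatocyte genes lay 4.74 above the control arrays (median of 12 genes 12.42), with Apoa2 at 14.40, Ttr at 14.17 and Alb at 10.32; control cortex expresses 6 of the 12 and another list holds 1.

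Differences between tissues in the response of Per2 passed the F test of limma on all 80 arrays, adjusted over 40 tests, with log2 fold changes given for kidney cortex, kidney medulla, liver, lungs and spleen in this order. After 1.7 kBq its first probe differed at 1 h (adjusted p = 2.55e-05, with 1.74, 1.83, 1.67, 1.601 and 0.16), at 6 h (adjusted p = 4.07e-06, with 1.76, 1.71, 2.02, 1.64 and 0.091) and at 7 days (adjusted p = 0.00638, with 0.84, 0.98, 0.55, 0.88 and -0.24). After 105 kBq (adjusted p = 4.07e-06) the changes were 1.99, 1.86, 2.26, 1.71 and 0.028, and after 7.5 kBq (adjusted p = 4.07e-06) they were 1.91, 1.92, 1.86, 1.93 and -0.097. Its second probe differed at 1 h (adjusted p = 5.28e-05, with 1.77, 1.73, 1.69, 1.39 and 0.36), at 6 h (adjusted p = 4.07e-06, with 1.73, 1.73, 1.99, 1.53 and 0.24), after 105 kBq (adjusted p = 5.82e-06, with 1.97, 1.85, 2.19, 1.78 and 0.31) and after 7.5 kBq (adjusted p = 2.55e-05, with 1.90, 1.97, 1.85, 1.82 and 0.35). Angptl4 differed after 105 kBq (adjusted p = 0.0106, with 1.85, 1.89, 1.71, 1.45 and -0.26) and after 7.5 kBq (adjusted p = 0.00638, with 2.41, 2.325, 2.04, 1.63 and 0.095). Of 40 such tests 11 passed, and 10 to 15 did with 1 of the 80 arrays left out. Tissues of 1 mouse enter these tests as if independent.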

How the results depend on the processing

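The tests with normexp background correction, with array weights and without the arrays that carry another tissue's markers were chosen only after the results were seen. Signal over background limits dim transcripts: 52.6% of all values lie above the cutoff set from the background, and the deposited signals include it, so that changes of dim transcripts are compressed. Not run were a normalization of all 80 arrays with neqc from raw signals, raw signals without background correction, a block for the beadchip and a separate normalization per tissue for the test between tissues, because the columns of the raw table are not paired with samples and no slide is named. Every count of transcripts stayed within 1.5 times its value with no fold limit, as did every count of shifted lists with the mean over probes, 11 tests between tissues without the filter and 10 without the arrays that carry other markers. The counts by limma at 1.7 kBq and 7 days in kidney cortex, kidney medulla, the lungs and the spleen and at 1.7 kBq and 6 h in the spleen were 0 under every setting, with 867, 1566, 441, 943 and 1284 probes at an unadjusted p under 0.05. Results for single genes were counted per probe, tissue and comparison, so that a gene can enter many times. Of 389 such results past the threshold and 727 short of it, none reversed. Calls lost and gained were 98 and 0 without the filter, 185 and 20 with only the 2 groups in the fit, 0 and 102 with an adjusted p under 0.05, 0 and 1 with no fold limit, 13 and 76 with array weights and 16 and 37 with normexp. At least 1 of the fits with 1 array left out ended 250 and added 36 of these calls. Without the arrays that carry other markers, 25 of 89 were lost and 27 of 417 gained. Of 180 shifts of lists, 154 were lost with an estimated correlation, 4 with the mean over probes, 77 without 1 of the arrays and 14 of 102 without the arrays that carry other markers.

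Without the filter on dim probes, more probes share the correction, and the cause of each change was not tested beyond that. In kidney cortex, calls went from 8 to 4 at 1.7 kBq and 6 h, 18 to 11 at 7.5 kBq and 6 h and 6 to 3 at all 4 exposures within 6 h. In kidney medulla, calls went from 0 to 1 for 1 h against 7 days. In the liver, calls went from 1 to 0 for 105 against 1.7 kBq at 1 h, 81 to 44 for 1 h against 7 days and 27 to 13 for 6 h against 7 days. In the lungs, calls went from 10 to 6 at 105 kBq and 1 h and 2 to 1 for 1 h against 7 days. In the spleen, calls went from 2 to 1 for 1 h against 7 days.

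A looser threshold, an adjusted p under 0.05, can only add calls. At this threshold kidney cortex rose from 39 to 77 at 1.7 kBq and 1 h, 8 to 26 at 1.7 kBq and 6 h, 33 to 94 at 105 kBq and 1 h, 18 to 44 at 7.5 kBq and 6 h, 6 to 17 at all 4 exposures within 6 h, 24 to 63 for 1 h against 7 days and 7 to 39 for 6 h against 7 days. At this threshold kidney medulla rose from 4 to 19 at 1.7 kBq and 1 h, 0 to 2 at 1.7 kBq and 6 h, 0 to 8 at 105 kBq and 1 h, 0 to 2 at 7.5 kBq and 6 h, 0 to 2 at all 4 exposures within 6 h and 0 to 14 for 1 h against 7 days. At this threshold the liver rose from 225 to 350 at 1.7 kBq and 1 h, 113 to 199 at 1.7 kBq and 6 h, 7 to 18 at 1.7 kBq and 7 days, 188 to 386 at 105 kBq and 1 h, 218 to 407 at 7.5 kBq and 6 h, 7 to 16 at all 5 exposures, 62 to 117 at all 4 exposures within 6 h, 81 to 182 for 1 h against 7 days and 27 to 50 for 6 h against 7 days. At this threshold the lungs rose from 12 to 54 at 1.7 kBq and 1 h, 0 to 1 at 1.7 kBq and 6 h, 10 to 61 at 105 kBq and 1 h, 3 to 23 at 7.5 kBq and 6 h, 0 to 1 at all 4 exposures within 6 h, 0 to 2 for 105 kBq at 1 h against 7.5 kBq at 6 h and 2 to 15 for 1 h against 7 days. At this threshold the spleen rose from 1 to 21 at 1.7 kBq and 1 h, 0 to 5 at 105 kBq and 1 h, 0 to 1 for 105 kBq at 1 h against 7.5 kBq at 6 h and 2 to 13 for 1 h against 7 days.

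Only the 2 compared groups in the fit leave fewer arrays for the spread. The cause of single changes was not tested, including those that rose. Counts for kidney cortex moved from 39 to 17 at 1.7 kBq and 1 h, 8 to 1 at 1.7 kBq and 6 h, 33 to 0 at 105 kBq and 1 h, 18 to 3 at 7.5 kBq and 6 h, 6 to 0 at all 4 exposures within 6 h and 7 to 70 for 6 h against 7 days. Counts for kidney medulla moved from 0 to 6 at 1.7 kBq and 6 h and 0 to 3 at 7.5 kBq and 6 h. Counts for the liver moved from 225 to 136 at 1.7 kBq and 1 h, 113 to 32 at 1.7 kBq and 6 h, 188 to 119 at 105 kBq and 1 h, 7 to 3 at all 5 exposures, 62 to 17 at all 4 exposures within 6 h, 1 to 0 for 105 against 1.7 kBq at 1 h, 0 to 4 for 105 kBq at 1 h against 7.5 kBq at 6 h and 27 to 0 for 6 h against 7 days. Counts for the lungs moved from 12 to 0 at 1.7 kBq and 1 h, 10 to 0 at 105 kBq and 1 h, 3 to 1 at 7.5 kBq and 6 h and 2 to 0 for 1 h against 7 days. Counts for the spleen moved from 1 to 0 at 1.7 kBq and 1 h and 2 to 1 for 1 h against 7 days.

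With the number of the replicate as a replicate block, the cause of the changes was not tested. Neither the labels nor the paper say that a number marks a shared mouse or day, and the share of same-numbered pairs with a correlation of residuals over 0.1 was 16.7%, 22.2%, 30.6%, 41.7% and 58.3% in the 5 tissues in the order used here, not every pair, so the numbers were not taken to pair the samples. The mean correlation was -0.0286, -0.0361, 0.0474, 0.113 and 0.125 between arrays of the same number and 0.0149, 0.0182, -0.0238, -0.0581 and -0.0649 between those of other numbers, and 5, 6, 10, 12 and 9 of 16 arrays were most alike to one of their own number, which leaves a shared deviation open in the lungs and spleen. Calls in kidney cortex passed from 8 to 5 at 1.7 kBq and 6 h, 33 to 16 at 105 kBq and 1 h, 18 to 11 at 7.5 kBq and 6 h, 6 to 3 at all 4 exposures within 6 h, 24 to 7 for 1 h against 7 days and 7 to 1 for 6 h against 7 days. Calls in kidney medulla passed from 4 to 0 at 1.7 kBq and 1 h. Calls in the liver passed from 1 to 0 for 105 against 1.7 kBq at 1 h, 0 to 1 for 7.5 against 1.7 kBq at 6 h and 0 to 1 for 105 kBq at 1 h against 7.5 kBq at 6 h. Calls in the lungs passed from 12 to 27 at 1.7 kBq and 1 h and 3 to 15 at 7.5 kBq and 6 h. Calls in the spleen passed from 0 to 4 at 105 kBq and 1 h and 2 to 1 for 1 h against 7 days. Of the single genes, 75 calls were lost and 21 gained.

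For normexp background correction, the cause was not tested. Normexp took kidney cortex from 8 to 13 at 1.7 kBq and 6 h. Normexp took the liver from 7 to 13 at 1.7 kBq and 7 days and 7 to 11 at all 5 exposures. Normexp took the lungs from 12 to 21 at 1.7 kBq and 1 h, 10 to 19 at 105 kBq and 1 h and 3 to 15 at 7.5 kBq and 6 h. Normexp took the spleen from 1 to 9 at 1.7 kBq and 1 h, 0 to 1 at 105 kBq and 1 h and 2 to 5 for 1 h against 7 days. The tests between tissues went from 11 to 15, within 1.5 times.

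For array weights, the cause was not tested. Weights took kidney cortex from 39 to 68 at 1.7 kBq and 1 h, 33 to 65 at 105 kBq and 1 h, 18 to 7 at 7.5 kBq and 6 h, 24 to 56 for 1 h against 7 days and 7 to 15 for 6 h against 7 days. Weights took kidney medulla from 4 to 78 at 1.7 kBq and 1 h, 0 to 17 at 1.7 kBq and 6 h, 0 to 67 at 105 kBq and 1 h, 0 to 14 at 7.5 kBq and 6 h, 0 to 8 at all 4 exposures within 6 h and 0 to 12 for 1 h against 7 days. Weights took the liver from 7 to 12 at 1.7 kBq and 7 days, 7 to 11 at all 5 exposures and 81 to 167 for 1 h against 7 days. Weights took the lungs from 0 to 7 at 1.7 kBq and 6 h, 10 to 23 at 105 kBq and 1 h, 3 to 21 at 7.5 kBq and 6 h, 0 to 6 at all 4 exposures within 6 h, 0 to 2 for 105 kBq at 1 h against 7.5 kBq at 6 h and 2 to 8 for 1 h against 7 days. Weights took the spleen from 1 to 9 at 1.7 kBq and 1 h, 0 to 4 at 105 kBq and 1 h and 2 to 1 for the paper's transcripts ordered by activity.

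Leaving out the arrays that carry another tissue's markers takes away kidney cortex 7.5 kBq 6 h replicate 1, kidney medulla 7 days replicate 1 and spleen 7 days replicate 1, and leaves 1 array in the first of these groups, which is assumed to vary like the other groups. Without them, kidney cortex went from 8 to 4 at 1.7 kBq and 6 h, 18 to 1 at 7.5 kBq and 6 h, 6 to 1 at all 4 exposures within 6 h and 7 to 0 for 6 h against 7 days. Without them, kidney medulla went from 4 to 70 at 1.7 kBq and 1 h, 0 to 13 at 1.7 kBq and 6 h, 0 to 44 at 105 kBq and 1 h, 0 to 18 at 7.5 kBq and 6 h, 0 to 8 at all 4 exposures within 6 h, 0 to 1 for 105 against 1.7 kBq at 1 h and 0 to 2 for 1 h against 7 days. Without them, the spleen went from 0 to 8 at 105 kBq and 1 h, 0 to 3 for 105 against 1.7 kBq at 1 h, 0 to 3 for 105 kBq at 1 h against 7.5 kBq at 6 h and 2 to 1 for 1 h against 7 days. The cause was tested for kidney medulla alone, in the part on results for a closer look. Reversed without them, and without the array alone, were the mean shifts of acute phase (1.17 to -0.182) and hepatocytes (2.72 to -0.077) in kidney cortex after 7.5 kBq and of macrophages in kidney medulla at 7 days (0.374 to -0.0066), where the array left out carries liver transcripts. Over single arrays left out, these shifts ranged from -0.182 to 2.501, from -0.077 to 5.51 and from -0.0066 to 0.573.

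An estimated correlation between genes took the shifted response lists from 34 to 15 in kidney cortex, 25 to 0 in kidney medulla, 39 to 0 in the liver, 30 to 7 in the lungs and 22 to 4 in the spleen. The cause was not tested.

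With 1 array left out, the number after a group names the replicate whose absence gives that end of the range, where a single one does. Fewer arrays are fitted, a group left with 1 array is assumed to vary like the other groups, and causes were otherwise not tested. Without 7.5 kBq 6 h replicate 2, the array that remains in kidney cortex is the one that carries liver transcripts. Leave-one-out counts in kidney cortex, lowest to highest, were 39 against 21 (without 1.7 kBq 1 h 1)–38 at 1.7 kBq and 1 h, 6 against 1–10 (without 105 kBq 1 h 1) at all 4 exposures within 6 h and 0 against 0–4 (without 1.7 kBq 1 h 2) for 105 against 1.7 kBq at 1 h. Further counts in kidney cortex were 24 against 6–18 for 1 h against 7 days, 8 against 4 (without 105 kBq 1 h 2)–13 (without 105 kBq 1 h 1) for the paper's transcripts ordered by activity and 33 against 2 (without 105 kBq 1 h 2)–33 at 105 kBq and 1 h. Also in kidney cortex, they were 0 against 0–150 (without 7.5 kBq 6 h 2) for 105 kBq at 1 h against 7.5 kBq at 6 h, 8 against 1 (without control 3)–7 at 1.7 kBq and 6 h and 0 against 0–164 (without 7.5 kBq 6 h 2) for 7.5 against 1.7 kBq at 6 h. Last in kidney cortex, they were 7 against 0–1 for 6 h against 7 days and 18 against 1–194 (without 7.5 kBq 6 h 2) at 7.5 kBq and 6 h.

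Leave-one-out counts in kidney medulla, lowest to highest, were 4 against 0 at 1.7 kBq and 1 h, 0 against 0–8 (without 7 days 1) at all 4 exposures within 6 h and 0 against 0–2 (without 7 days 1) for 1 h against 7 days. Further counts in kidney medulla were 0 against 0–2 (without 7.5 kBq 6 h 2) for 105 kBq at 1 h against 7.5 kBq at 6 h, 0 against 0–2 (without 7.5 kBq 6 h 2) for 7.5 against 1.7 kBq at 6 h and 0 against 0–2 (without 7.5 kBq 6 h 2) at 7.5 kBq and 6 h.

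Leave-one-out counts in the liver, lowest to highest, were 225 against 111 (without 1.7 kBq 1 h 1)–218 at 1.7 kBq and 1 h, 7 against 3–11 (without 1.7 kBq 6 h 1) at all 5 exposures and 62 against 26 (without 105 kBq 1 h 2)–60 at all 4 exposures within 6 h. Further counts in the liver were 1 against 0–2 (without 1.7 kBq 1 h 2) for 105 against 1.7 kBq at 1 h, 81 against 21 (without 7 days 1)–62 for 1 h against 7 days and 28 against 18 (without 105 kBq 1 h 2)–33 for the paper's transcripts ordered by activity. Also in the liver, they were 188 against 33 (without 105 kBq 1 h 2)–143 at 105 kBq and 1 h, 0 against 0–1 for 105 kBq at 1 h against 7.5 kBq at 6 h and 113 against 74 (without 1.7 kBq 6 h 2)–135 at 1.7 kBq and 6 h. Last in the liver, they were 0 against 0–2 for 7.5 against 1.7 kBq at 6 h, 27 against 3 (without 7 days 1)–18 for 6 h against 7 days and 218 against 47 (without 7.5 kBq 6 h 1)–160 at 7.5 kBq and 6 h. Others in the liver were 7 against 3 (without 7 days 3)–7 at 1.7 kBq and 7 days.

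Leave-one-out counts in the lungs, lowest to highest, were 12 against 0–9 at 1.7 kBq and 1 h, 0 against 0–3 (without 7 days 3) at all 4 exposures within 6 h and 0 against 0–10 (without 105 kBq 1 h 1) for 105 against 1.7 kBq at 1 h. Further counts in the lungs were 2 against 0–5 (without 1.7 kBq 1 h 2) for 1 h against 7 days, 4 against 2 (without 1.7 kBq 1 h 2)–4 for the paper's transcripts ordered by activity and 10 against 0 (without 105 kBq 1 h 2)–21 (without 105 kBq 1 h 1) at 105 kBq and 1 h. Also in the lungs, they were 0 against 0–126 (without 7.5 kBq 6 h 2) for 105 kBq at 1 h against 7.5 kBq at 6 h, 0 against 0–128 (without 7.5 kBq 6 h 2) for 7.5 against 1.7 kBq at 6 h and 3 against 0–132 (without 7.5 kBq 6 h 2) at 7.5 kBq and 6 h.

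Leave-one-out counts in the spleen, lowest to highest, were 1 against 1–4 (without 1.7 kBq 1 h 2) at 1.7 kBq and 1 h, 0 against 0–2 (without 1.7 kBq 1 h 2) for 105 against 1.7 kBq at 1 h and 2 against 1–3 for 1 h against 7 days. Further counts in the spleen were 2 against 0 (without 1.7 kBq 1 h 2)–2 for the paper's transcripts ordered by activity, 0 against 0–1 (without control 1) at 105 kBq and 1 h and 0 against 0–4 (without 7.5 kBq 6 h 2) for 105 kBq at 1 h against 7.5 kBq at 6 h. Also in the spleen, they were 0 against 0–6 (without 7.5 kBq 6 h 2) for 7.5 against 1.7 kBq at 6 h and 0 against 0–9 (without 7.5 kBq 6 h 2) at 7.5 kBq and 6 h. The shift of cell cycle genes in kidney cortex at 7 days ranged from 3.9e-04, without 7 days replicate 2, where the direction of camera against all other genes reversed, to 0.160. The shift of acute phase genes in the lungs after 105 kBq ranged from -0.095, a reversal without 105 kBq 1 h replicate 2, to 0.773.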

Differences from the paper's values

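The tests with array weights, with normexp background correction and without the arrays that carry another tissue's markers were chosen only after the results were seen, and the other settings were set before the data were examined. Counts are compared at the thresholds the paper states, an adjusted p under 0.01 and at least 1.5-fold, and a setting is said to close a gap where its count comes within 1.5 times the paper's. A fold change is said to differ where it lies more than 1.5 times apart and the log2 gap exceeds the larger SD of the 2 groups. By this rule, 0 of 70 fold changes read from Figs. 3 and 4 differ from those computed here, which does not mean that they are equal. Of 25 counts of regulated transcripts against control, 23 differ, and those of the liver 1 h and 6 h after 1.7 kBq do not.

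In kidney cortex, the paper's counts after 1.7 kBq were about 94 at 1 h, about 47 at 6 h and about 100 at 7 days in Fig. 2, read by eye, against 39, 8 and 0 here by limma, with 867 probes at an unadjusted p under 0.05 at 7 days. After 105 kBq at 1 h and 7.5 kBq at 6 h they were the paper's about 100 and about 140 in Fig. 2, read by eye, against 33 and 18. An adjusted p under 0.05 closes the gap at 1 h after 1.7 kBq (77) and 105 kBq (94) but not in the other 3 comparisons (26, 0 and 44). No filter, the replicate block, only the 2 groups in the fit and no fold limit close none of the 5. Array weights, chosen after seeing the values, close the gap at 1 h after 1.7 kBq (68) and drop 0 of the paper's own transcripts called there, and 3 over all exposures. Leaving out 7.5 kBq 6 h replicate 2 gives 194 for that exposure, with 1 array left, the one that carries liver transcripts.

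In kidney medulla, the paper's counts after 1.7 kBq were about 150 at 1 h, about 75 at 6 h and about 1 at 7 days in Fig. 2, read by eye, against 4, 0 and 0 here by limma. After 105 kBq and 7.5 kBq they were the paper's about 180 and about 76 in Fig. 2, read by eye, against 0 and 0. The probes at an unadjusted p under 0.05 in these 4 comparisons with 0 calls were 738, 1566, 1240 and 658. No setting closes any of these 5 gaps, whether set before or after the data were seen. An adjusted p under 0.05 gives 19, 2, 0, 8 and 2, array weights give 78, 17, 0, 67 and 14, and the fit without the array with the liver profile gives 70, 13, 0, 44 and 18.

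In the liver at 7 days after 1.7 kBq, the paper's count was about 78 in Fig. 2, read by eye, against 7 here, and no setting closes the gap, an adjusted p under 0.05 with 18 coming nearest. After 105 kBq the paper's about 300 in Fig. 2, read by eye, stands against 188, and an adjusted p under 0.05 (386) and no fold limit (232) close the gap, while no filter (131), the replicate block (199) and only the 2 groups in the fit (119) do not. Array weights, chosen after seeing the values, close it as well (270) and drop 0 of the paper's own transcripts called there. After 7.5 kBq the paper's about 340 in Fig. 2, read by eye, stands against 218, and the replicate block (248), only the 2 groups in the fit (239), an adjusted p under 0.05 (407) and no fold limit (265) close the gap, while no filter (181) does not. Array weights (319) and normexp (241), chosen after seeing the values, close it too, and each drops 0 of the paper's own transcripts called there.

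In the lungs, the paper's counts after 1.7 kBq were about 57 at 1 h, about 42 at 6 h and about 12 at 7 days in Fig. 2, read by eye, against 12, 0 and 0 here by limma, with 1464 and 441 probes at an unadjusted p under 0.05 in the last 2 comparisons. After 105 kBq and 7.5 kBq they were the paper's about 63 and about 120 in Fig. 2, read by eye, against 10 and 3. An adjusted p under 0.05 closes the gap at 1 h after 1.7 kBq (54) and 105 kBq (61) but not in the other comparisons (1, 0 and 23), and no other setting closes any, apart from leaving out 7.5 kBq 6 h replicate 2 (132 after 7.5 kBq, with 1 array left).

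In the spleen, the paper's counts after 1.7 kBq were about 69 at 1 h, about 25 at 6 h and about 12 at 7 days in Fig. 2, read by eye, against 1, 0 and 0 here by limma. After 105 kBq and 7.5 kBq they were the paper's about 22 and about 6 in Fig. 2, read by eye, against 0 and 0. The probes at an unadjusted p under 0.05 where 0 were called were 1284, 943, 965 and 984. No setting closes these gaps (an adjusted p under 0.05 gives 21, 0, 0, 5 and 0), apart from leaving out 7.5 kBq 6 h replicate 2, which gives 9 after 7.5 kBq with 1 array left.

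The paper's lowest number of upregulated transcripts after 1.7 kBq is 1, against 0 here, in kidney cortex at 7 days among others, where every setting gives 0. At all exposures in the liver, the paper's 34 transcripts, 25 of them upregulated, and 32 genes stand against 7, 6 and 7 here. No setting closes the gap in transcripts, with 5 without the filter, 9 with the replicate block, 3 with only the 2 groups, 16 at an adjusted p under 0.05, 7 with no fold limit, 11 with normexp, 11 with array weights and 3–11 with 1 array left out. Single calls of the kept probes of genes in Figs. 3 and 4, which number more than the paper's transcripts there, were added in part. An adjusted p under 0.05 adds 18 of 80 pairs of transcript and exposure in kidney cortex, 38 of 245 in the liver, 9 of 20 in the lungs and 0 of 10 in the spleen and ends none. Only the 2 groups in the fit add 2, 13, 1 and 0 and end 14, 29, 2 and 0, and the replicate block adds 0, 11, 1 and 0 and ends 6, 5, 0 and 0. Array weights add 6, 17, 9 and 0 and end 3, 3, 0 and 0, and normexp adds 8, 12, 4 and 0 and ends none, both chosen after seeing the values. Without some 1 array, 3, 15, 0 and 0 are added and 14, 41, 2 and 0 ended, no filter on dim probes adds none and ends 3, 15, 1 and 0, and no fold limit adds and ends none.

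Some statements of the paper also differ from the values here. The paper places the lowest count of kidney cortex at 6 h, where 8 were called here against 0 at 7 days. The paper reports more regulated transcripts at the higher activity in most tissues. Here the count at 1 h was lower after 105 kBq in 5 of 5 tissues (39 and 33, 4 and 0, 225 and 188, 12 and 10, 1 and 0), with 2 exposed arrays after 105 kBq against 3 after 1.7 kBq. This order depends on the settings: at an adjusted p under 0.05 the count was higher after 105 kBq in kidney cortex, liver and lungs (77 and 94, 350 and 386, 54 and 61), with array weights in liver and lungs (248 and 270, 17 and 23), and without the array with pancreas transcripts in the spleen (1 and 8). With the replicate block the count was higher after 105 kBq in the spleen as well (1 and 4). At 6 h it was higher after 7.5 kBq, again with 2 arrays, in 3 of 5 (8 and 18, 113 and 218, 0 and 3), while kidney cortex had 12 and 7 with array weights and 4 and 1 without the array with hepatocyte transcripts. For kidney medulla and spleen, the paper has more regulation at the higher dose rate, where limma called 0 and 0 in both, and 44 against 18 in kidney medulla without the array with the liver profile and 8 against 0 in the spleen without the array with pancreas transcripts, which is the paper's order. At an adjusted p under 0.05 the counts were 8 against 2 and 5 against 0. The paper has more at the lower dose rate in kidney cortex, liver and lungs. The counts here were 18 against 33 and 3 against 10 in kidney cortex and lungs, where leaving out 7.5 kBq 6 h replicate 2 gives 194 and 132, and 218 against 188 in the liver, which is the paper's order.

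The genes that the paper names as regulated at all exposures in kidney cortex, lungs and spleen did not pass at all exposures here under any setting, although 15 of 16, 4 of 4 and 2 of 2 of their kept probes lay above control at every exposure. The paper has Angptl4 in kidney cortex and liver. It passed at 0 exposures in kidney cortex under every setting, single arrays left out included, and at 4 in the liver, or 5 with an adjusted p under 0.05 and with array weights or normexp, both chosen after seeing the values. The paper has Per1 or Per2 at all exposures in kidney cortex, liver and lungs. Here Per1 passed at 5 in the liver, Per2 at 4 in kidney cortex and neither at any in the lungs. In the lungs an adjusted p under 0.05 gives 3 for Per1 and 3 for Per2, the replicate block 0 and 3, and, chosen after seeing the values, array weights 4 and 4 and normexp 3 and 3. Tsc22d3 passed at 2, 2 and 0 exposures in liver, lungs and spleen, where the paper has all exposures. The counts were 4, 4 and 0 with an adjusted p under 0.05, 3, 3 and 0 with the replicate block and, chosen after seeing the values, 3, 4 and 0 with array weights and 2, 3 and 0 with normexp. In the liver, 1 of 4 probes of Insig1, 1 of 3 of Coq10b, 1 of 3 of Rnf125 and 1 of 2 of Tsc22d3 lacked the order by activity that the paper gives for these genes. The paper's order covers transcripts regulated at all exposures, with 2 probe variants of Coq10b, while every kept probe is counted here. The 2 probes of Coq10b that responded kept the order, and the other changed by 0.10 to 0.29 against control. The Rnf125 probe without the order changed by -0.28 to -0.0055. Read in its order, the paper places the small differences between activities at 1 h for Per1 in kidney cortex and at 6 h for Tef in the liver, where the log2 differences here were -0.25 and -0.30. Read with the times exchanged, the values here are small for both, -0.015 at 6 h for Per1 and -0.040 at 1 h for Tef.

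The paper reports a response of chromatin organization in kidney medulla at 1 h, from enriched biological processes among its regulated transcripts. The fixed list of chromatin genes was not shifted to 1 side there (camera, adjusted p = 0.817, 16 of 33 genes higher). That is another measure, which does not see changes in both directions, and the array with the liver profile enters its fit. The paper reports no response of DNA damage and repair, where the list was shifted only in the spleen at 7 days, with 29 of 38 genes lower (adjusted p = 0.00343, 0.628 with an estimated correlation), and no gene of the list passed in any tissue. Outside the list, and chosen after their values were seen, Mrnip was called lower at all 4 exposures within 6 h in kidney cortex (fold changes of 0.569 to 0.632) and Mad2l2 in the liver (0.413 to 0.608). In its account of metabolism, the paper ranks the response as strongest in the liver, followed by kidney cortex and medulla. Over all response lists and exposures, 39, 34 and 25 shifts were found in these tissues and 30 in the lungs. With an estimated correlation 0, 15, 0 and 7 of them remained, in this order. The number of shifted lists is another measure than the intensity of enriched processes. It also covers the higher activities and lists beyond metabolism, so it does not decide the paper's order. At 1 h after 1.7 kBq 225, 39 and 4 transcripts were called in liver, kidney cortex and kidney medulla and 12 in the lungs. Without the array with the liver profile, kidney medulla had 70.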

Other observations

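The test of pancreas transcripts behind the calls in the spleen was chosen only after the values were seen. Lists of cell types, tested with camera against control, add blood and immune cells to the picture. Times are those after 1.7 kBq, and no single gene of these lists named here passed the threshold over all probes. Genes of neutrophils and myeloid precursors lay lower wherever their list was shifted, in kidney cortex at 6 h (7 of 7 lower, mean -0.26, adjusted p = 0.0220, or 0.443 with an estimated correlation), kidney medulla after 7.5 kBq (8 of 8 lower, mean -0.29, adjusted p = 0.0194, or 0.670 with an estimated correlation), the liver at 1 h (12 of 13 lower, mean -0.68, adjusted p = 0.0129, or 0.832 with an estimated correlation), the lungs at 7 days (14 of 16 lower, mean -0.67, adjusted p = 4.60e-05, or 0.611 with an estimated correlation) and the spleen at 1 h (13 of 16 lower, mean -1.29, adjusted p = 3.64e-06, or 0.625 with an estimated correlation). Camp, an antimicrobial peptide of granules, had a log2 fold change of -2.400 (SE 0.74) in the spleen and -1.10 (SE 0.48) in the liver, and Ltf, which binds iron, -2.44 (SE 0.82) and -1.30 (SE 0.59). S100a8, a calcium-binding protein of neutrophils, had -1.74 (SE 0.78) in the lungs at 7 days. These shifts ended in kidney cortex at 6 h without exposed replicate 2 or 3 or control replicate 1 (-0.42 to -0.035), kidney medulla after 7.5 kBq without exposed replicate 1 or 2 or control replicate 1 (-0.46 to 0.012), the liver at 1 h without exposed replicate 2 or 3 or control replicate 1 (-1.08 to -0.12) and the lungs at 7 days without control replicate 1 (-0.98 to -0.062). B cell genes lay higher in the spleen at 1 h (11 of 11 higher, mean 0.45, adjusted p = 2.09e-04, or 0.468 with an estimated correlation) and the spleen at 7 days (11 of 11 higher, mean 0.35, adjusted p = 0.00423, or 0.625 with an estimated correlation) and lower in the lungs at 6 h (10 of 11 lower, mean -0.38, adjusted p = 0.0219, or 0.714 with an estimated correlation) and the lungs after 7.5 kBq (10 of 11 lower, mean -0.47, adjusted p = 0.00749, or 0.661 with an estimated correlation). Cr2, a complement receptor, had 1.00 (SE 0.39) in the spleen at 7 days, where 1 array carries pancreas transcripts, and Cd79b, part of the B cell receptor, had -1.41 (SE 0.58) in the lungs after 7.5 kBq. A difference between the tissues was not tested. Calls of this list ended in the spleen at 7 days without exposed replicate 2 or 3 or control replicate 1 or 2 (0.22 to 0.57), the lungs at 6 h without exposed replicate 2 or control replicate 1 (-0.46 to -0.27) and the lungs after 7.5 kBq without exposed replicate 2 or control replicate 1 (-0.54 to -0.36).

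T and NK cell genes lay higher in kidney cortex at 1 h (8 of 9 higher, mean 0.12, adjusted p = 0.0142, or 0.464 with an estimated correlation) and kidney medulla at 1 h (9 of 10 higher, mean 0.18, adjusted p = 0.0389, or 0.552 with an estimated correlation), with the chemokine Ccl5 at 0.62 (SE 0.26) and 0.60 (SE 0.23). They ended in kidney cortex at 1 h without exposed replicate 1 or control replicate 3 (0.093 to 0.19) and kidney medulla at 1 h without exposed replicate 1 or 2 or control replicate 1 or 3 (0.14 to 0.28). Macrophage genes lay lower in the liver at 1 h (10 of 11 lower, mean -0.45, adjusted p = 2.53e-04, or 0.658 with an estimated correlation) and the liver at 7 days (11 of 11 lower, mean -0.26, adjusted p = 0.0249, or 0.833 with an estimated correlation) and higher in kidney cortex after 7.5 kBq (9 of 10 higher, mean 0.33, adjusted p = 3.23e-05, or 0.177 with an estimated correlation), the spleen after 7.5 kBq (9 of 11 higher, mean 0.42, adjusted p = 0.00390, or 0.459 with an estimated correlation) and kidney medulla at 7 days (9 of 9 higher, mean 0.37, adjusted p = 0.0448, or 0.801 with an estimated correlation). The complement gene C1qc had -0.87 (SE 0.21) in the liver at 1 h, where 3 genes of the list passed when adjusted over the list alone, and Clec4f, a receptor of Kupffer cells, had 0.53 (SE 0.17) in kidney cortex after 7.5 kBq, where 1 array carries liver transcripts, as 1 does in kidney medulla at 7 days. Macrophage calls ended in the liver at 1 h without control replicate 1 (-0.61 to -0.18), the liver at 7 days without exposed replicate 2 or 3 or control replicate 1 (-0.42 to 0.014), the spleen after 7.5 kBq without exposed replicate 2 or control replicate 1 (0.22 to 0.57) and kidney medulla at 7 days without exposed replicate 1 or control replicate 2 or 3 (-0.0066 to 0.57). Genes of red cells and their precursors lay higher in the spleen at 6 h (13 of 14 higher, mean 0.58, adjusted p = 6.07e-04, or 0.759 with an estimated correlation) and the spleen after 7.5 kBq (13 of 14 higher, mean 0.47, adjusted p = 0.0224, or 0.860 with an estimated correlation) and lower in kidney medulla at 6 h (7 of 8 lower, mean -0.35, adjusted p = 0.0251, or 0.389 with an estimated correlation) and the lungs at 7 days (7 of 8 lower, mean -0.29, adjusted p = 0.0213, or 0.460 with an estimated correlation), with Alas2, the first enzyme of heme synthesis in red cells, at -0.71 (SE 0.29) in kidney medulla. Those of red cells ended in the spleen after 7.5 kBq without exposed replicate 1 or control replicate 1 or 3 (0.056 to 0.88), kidney medulla at 6 h without exposed replicate 1 or control replicate 1 (-0.46 to -0.18) and the lungs at 7 days without exposed replicate 1 or 2 or control replicate 2 (-0.36 to -0.26).

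Among lists of other tissues, adipose genes lay lower in kidney cortex at 7 days (8 of 8 lower, mean -1.19, adjusted p = 1.96e-06, or 0.238 with an estimated correlation) and kidney cortex after 7.5 kBq (8 of 8 lower, mean -0.83, adjusted p = 0.0440, or 0.729 with an estimated correlation), with Car3 at -1.93 (SE 0.66) at 7 days and the lipid droplet gene Plin1 at -0.40 (SE 0.12), while their median lay 0.859 and 0.526 above the controls on the arrays kidney cortex control replicate 1 and 6 h replicate 3. The adipose shift ended in kidney cortex after 7.5 kBq without exposed replicate 1 or control replicate 1 or 2 (-1.58 to -0.079). Genes of the loop of Henle and collecting duct lay lower in kidney cortex at 7 days (13 of 17 lower, mean -0.28, adjusted p = 4.74e-05, or 0.0675 with an estimated correlation) and kidney medulla at 7 days (15 of 17 lower, mean -1.19, adjusted p = 2.05e-04, or 0.753 with an estimated correlation) and higher in the lungs after 7.5 kBq (10 of 11 higher, mean 0.60, adjusted p = 0.00158, or 0.286 with an estimated correlation), with Cryab at -2.07 (SE 0.42) in kidney cortex and Umod at 2.92 (SE 1.04) in the lungs. In kidney medulla at 7 days, 1 of the 3 arrays has a liver profile, and without it 13 of 17 of these genes lay lower with a mean of -0.17 (adjusted p = 0.0183 at the preset correlation). Loop of Henle calls ended in the lungs after 7.5 kBq without exposed replicate 1 (0.089 to 1.10). Hepatocyte genes lay higher in kidney cortex after 7.5 kBq (8 of 8 higher, mean 2.72, adjusted p = 1.54e-06, or 0.388 with an estimated correlation), kidney medulla at 7 days (9 of 9 higher, mean 2.31, adjusted p = 0.00116, or 0.753 with an estimated correlation) and the lungs after 105 kBq (5 of 6 higher, mean 0.95, adjusted p = 0.00121, or 0.474 with an estimated correlation), where 1 array of each kidney group carries liver transcripts, with Apoa1 at 3.31 (SE 1.18) in kidney cortex and 0.78 (SE 0.28) in the lungs. Hepatocyte calls ended in kidney cortex after 7.5 kBq without exposed replicate 1 (-0.077 to 5.51), kidney medulla at 7 days without exposed replicate 1 (0.10 to 3.43) and the lungs after 105 kBq without exposed replicate 2 (-0.028 to 1.91). Genes of the exocrine pancreas lay higher in the spleen at 7 days (21 of 21 higher, mean 2.02, adjusted p = 1.74e-09, or 0.625 with an estimated correlation) and those of the adrenal gland in the spleen after 105 kBq (5 of 6 higher, mean 0.10, adjusted p = 0.0491, or 0.318 with an estimated correlation), with Nr5a1 at 0.20 (SE 0.077). They ended, in this order, in the spleen at 7 days without exposed replicate 1 (0.057 to 3.01) and the spleen after 105 kBq without exposed replicate 1 or 2 or control replicate 1 or 3 (0.091 to 0.12). Not shifted in any tissue were the lists of heart muscle (smallest adjusted p = 0.232), skeletal muscle (0.120), thyroid (0.141), airway and alveolar epithelium (0.241) and kidney proximal tubule (0.235). Smaller excesses of a median over the controls stood at 1.17 for adrenal genes on kidney cortex 6 h replicate 1, 1.27 for adipose genes on kidney medulla 1 h replicate 2 and 1.296 for heart muscle genes on lung 7 days replicate 2, and at -1.53 for adipose genes on kidney cortex 7.5 kBq 6 h replicate 1.

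A hypothesis fixed in advance was that the injected activity drives the transcripts called at 1 h and 6 h. Between activities at the same time, limma called 1 transcript over the 5 tissues, 0.249% of the 402 called at 1.7 kBq against control, where under 10% was set as the bound against it. The count rests on single arrays: without 7.5 kBq 6 h replicate 2 it was 164 in kidney cortex, where the array that remains carries liver transcripts, 128 in the lungs, where the one that remains bears the shift of loop of Henle genes, 6 in the spleen and 2 in kidney medulla, and without 105 kBq 1 h replicate 1 it was 10 in the lungs. With all arrays the count lay under that bound, so that almost no transcript differed between activities past the threshold. With 2 arrays at each higher activity, small differences could not be called. The count therefore does not decide whether these transcripts respond more at a higher activity. A response already complete at 1.7 kBq, and anything else that the injected mice shared, stay open as untested.

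Another was that the time of day at killing moves the clock genes, since control mice were killed at 24 h and exposed mice at 1 h, 6 h or 7 days. The median absolute log2 fold change of the clock list over the 5 tissues was 0.366 at 1 h and 0.348 at 6 h after 1.7 kBq and 0.262 at 7 days, a whole number of days like the control. Its ratio to the values at 1 h and 6 h, 0.717 and 0.752, lay between the bounds set for and against this explanation. Time of day and exposure cannot be told apart for these genes, because no control mice were killed at 1 h, 6 h or 7 days.

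Pancreatic tissue as the source of the calls in the spleen was weighed as well. In the spleens at 1 h after 1.7 kBq, the only comparison with a called transcript, the highest median excess of pancreas genes over the controls was 0.0322 on the log2 scale, and 0 of 1 called transcripts belongs to the pancreas list. The values argue against this source for that call. Across the spleen arrays, pancreas genes had a median pairwise correlation of 0.991, and of 0.390 without the array labelled spleen 7 days replicate 1.

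The splits of the same 6 arrays into 3 and 3 number 10 for each comparison at 1.7 kBq, the real one included, too few for a share under 0.05. The real count and the highest of the other splits, in this order, are given for 1 h, 6 h and 7 days against control and for 1 h and 6 h against 7 days. For kidney cortex they were 39 and 24, 8 and 0, 0 and 0, 24 and 0, and 7 and 0. For kidney medulla they were 4 and 0, 0 and 0, 0 and 0, 0 and 3, and 0 and 2. For the liver they were 225 and 0, 113 and 0, 7 and 0, 81 and 36, and 27 and 0. For the lungs they were 12 and 0, 0 and 0, 0 and 1, 2 and 0, and 0 and 0. For the spleen they were 1 and 0, 0 and 0, 0 and 1, 2 and 0, and 0 and 0. In 14 of these 25 comparisons the real split alone, 1 of 10, reached its count, and in the others, with a real count of 0, all 10 did. In kidney medulla, the splits of 1 h and 6 h against 7 days that call 3 and 2 transcripts where the real ones call 0 point to a structure of the samples, whose 7 days group holds the array with the liver profile.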
